# A Study on the Radiosensitivity of Radiation-Induced Lung Injury at the Acute Phase Based on Single-Cell Transcriptomics

**DOI:** 10.3389/fimmu.2022.941976

**Published:** 2022-07-27

**Authors:** Luyu Ma, Yumeng Ye, Hao Lu, Yuan Xing, Zhen Zhao, Cheng Quan, Zhaoqian Jia, Yiming Lu, Yang Li, Gangqiao Zhou

**Keywords:** radiation-induced lung injury, single-cell RNA sequencing, acute inflammation of lung injury, intercellular communication networks, radiosensitivity

## Abstract

**Background and Aims:**

Radiation-induced lung injury (RILI) is the most common complication associated with chest tumors, such as lung and breast cancers, after radiotherapy; however, the pathogenic mechanisms are unclear. Single-cell RNA sequencing has laid the foundation for studying RILI at the cellular microenvironmental level. This study focused on changes during the acute pneumonitis stage of RILI at the cellular microenvironmental level and investigated the interactions between different cell types.

**Methods:**

An acute RILI model in mice and a single-cell transcriptional library were established. Intercellular communication networks were constructed to study the heterogeneity and intercellular interactions among different cell types.

**Results:**

A single-cell transcriptome map was established in a mouse model of acute lung injury. In total, 18,500 single-cell transcripts were generated, and 10 major cell types were identified. The heterogeneity and radiosensitivity of each cell type or subtype in the lung tissues during the acute stage were revealed. It was found that immune cells had higher radiosensitivity than stromal cells. Immune cells were highly heterogeneous in terms of radiosensitivity, while some immune cells had the characteristics of radiation resistance. Two groups of radiation-induced Cd8^+^Mki67^+^ T cells and Cd4^+^Cxcr6^+^ helper T cells were identified. The presence of these cells was verified using immunofluorescence. The ligand-receptor interactions were analyzed by constructing intercellular communication networks. These explained the origins of the cells and revealed that they had been recruited from endothelial cells to the inflammatory site.

**Conclusions:**

This study revealed the heterogeneity of *in vivo* radiosensitivity of different cell types in the lung at the initial stage post irradiation

## Introduction

Radiation therapy (RT) is considered an effective method for the treatment of thoracic tumors. The lungs are moderately sensitive to ionizing radiation, and their susceptibility to radiation injury affects the curative effect of radiotherapy in lung cancer (1). Radiation-induced lung injury (RILI) refers to the radiation treatment of the chest, which may result in varying degrees of damage owing to a dose above the threshold that induces biological effects. Based on the different phases of injury, lung irradiation injury is typically divided into two stages. The first stage is early radioactive pneumonia, which occurs within hours to weeks of the acute inflammatory phase. The later stage is chronic radioactive pulmonary fibrosis, including tissue fibrosis, necrosis, and vascular injury, which is observed months to years after radiotherapy (2, 3). If a patient has RILI, not only will the quality of life and postoperative recovery be impacted adversely, but the rate of local tumor control will also be difficult to increase (1, 4). The overall effects of current clinical treatments remain poor, and there is a lack of effective therapeutic intervention methods for RILI. Therefore, it is of great significance to study the mechanisms of RILI.

In recent years, RILI has become a crucial topic in research, including its development as a complex process in which multiple factors interact with each other (1). After lung irradiation, the development of RILI begins with the production of large amounts of reactive oxygen species and nitrogen, which lead to DNA strand breaks and apoptosis. Next, alveolar epithelial cells and macrophages are damaged, releasing pro-inflammatory mediators and inflammatory cells, such as macrophages, eosinophils, and plasma cells. These cells are recruited and infiltrated into the affected area. In parallel, leukocytes or lymphocytes around the site of injury proliferate and produce cytokines and chemokines, leading to the proliferation of fibroblasts and a persistent inflammatory state. Accompanied by the activation of the immune system, this phase develops into an acute inflammatory phase (pneumonia) in which different lymphocyte subpopulations have heterogeneous functions and play distinct roles. For instance, Th1, Th17, and potential innate lymphoid cells can promote an inflammatory response, but Tregs are a group of cells that can control harmful and excessive pro-inflammatory responses (3). In such cases, lymphocytes are stimulated to produce lymphokines in contact with antigens to activate macrophages. In turn, cytokines produced by activated macrophages stimulate lymphocytes, which lay the foundation for a sustained inflammatory response (5).

At the late stage, the disease progresses slowly. Collagen deposition and fiber increase, while pulmonary fibrosis develops. This process involves a series of cellular and molecular changes due to cell death which secretes large amounts of inflammatory cytokines, chemokines, and growth factors. These attract more inflammatory cell aggregation. Continuous pneumonia peaks at the early stage and eventually develops into late irreversible lung fibrosis (1, 2).

It is unknown whether the radiosensitive cell population initiates the pathogenic process in the lungs. The development of RILI is the result of complex functional changes in the cellular microenvironment of the lungs, such as endothelial cells, macrophages, and other resident or recruited cells. Fortunately, single-cell RNA sequencing (scRNA-seq) analyses can provide a way to dissect these cells in a highly complex cellular microenvironment and study transcriptomic heterogeneity within specific cell populations (6–8).

In order to describe the heterogeneity of *in vivo* radiosensitivity of different cell types in the lung at the initial stage post irradiation, we performed scRNA-seq on all cells isolated from two strains of mice after radiation exposure. We then generated 18,500 single-cell transcripts and revealed the heterogeneity among lung tissue cells, especially the internal heterogeneity of immune cells. We found two groups of radiation-induced cells, *Cd8*^+^*Mki67*^+^ T cells and *Cd4*^+^*Cxcr6*^+^ helper T cells and verified the existence of these cells through immunofluorescence experiments. Finally, by constructing intercellular communication networks to analyze ligand-receptor interactions, we explained the origins of these cells and revealed that they had been recruited by endothelial cells to the inflammation site. Based on scRNA-seq, we discovered changes in the lung microenvironment at the initial stage of RILI and explored the interactions between multiple distinct immune cells and stromal cells when radiation-induced early inflammation occurred. Our findings will contribute to a more complete understanding of the mechanisms of RILI during the acute inflammatory phase.

## Materials and Methods

### Ethics Statement

The animal experiments conducted in this study were approved by the Institutional Animal Care and Use Committee of the Laboratory Animal Center. The experiments were conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

### Experimental Animals and Groups

Sixteen male C57BL/6N and C3H/HeN mice (weight: 20 ± 2 g) were purchased from Beijing Vital River Laboratory Animal Technology Co. Ltd. (Beijing, China). All of the mice were maintained in a specific pathogen-free environment at a constant temperature of 22 ± 1°C, relative humidity of 60%, and a regular dark-light schedule (lights on from 7 a.m. to 7 p.m.) at the Experimental Animal Center of the Beijing Institute of Radiation Medicine, China. Sixteen mice were used in this study, including two random mice (one C57BL/6N and one C3H/HeN mice) receiving thoracic irradiation and two random mice (one C57BL/6N and one C3H/HeN mice) as negative controls. Lung samples were collected and used for scRNA-seq on day 1 post irradiation (n = 1 for each group). Twelve mice were used for the immunofluorescence (IF) analysis (n = 3 for each group).

### Irradiation

The mice were anesthetized with an intraperitoneal injection of 0.5% pentobarbital (43 mg/kg body weight). They were then exposed to a single dose of 20 gray (Gy) at a dose rate of 153.56 cGy/min. Irradiation was performed on the thoraces of the mice (from the clavicle to the lower edge of the costal arch with lead bricks to cover the other parts of the mice) using a cobalt-60 (^60^Co) γ-ray irradiator to induce lung injury *in vivo*. The mice were sacrificed 1 day after irradiation, and the lungs were collected for experiments.

### IF and Antibodies

For the IF analysis, mouse lung tissues were embedded in optimum cutting temperature compound and cut into 20 µm-thick sections using a freezing microtome (CM1950, Leica, Germany). The sections were fixed in 4% paraformaldehyde for 15 min at 4°C. They were blocked in IF buffer (10% normal goat serum (NGS), 1% bovine serum albumin (BSA), 0.3 M glycine, and 0.1% Tween 20) for 90 min at room temperature (15 - 25°C). The sections were then stained with primary antibodies (mouse-anti-CXCR6 1:200 and rabbit-anti-CD4 1:200; mouse-anti-CD8 1:400 and rabbit-anti-Ki67 1:500) diluted in 10% NGS IF buffer for 10 h at 4°C. The appropriate secondary antibodies, including goat anti-mouse Alexa Fluor 488 and goat anti-rabbit Alexa Fluor 594, were used to counterstain the sections for 90 min at room temperature. DAPI was used for nuclear staining, and the sections were mounted using Vectashield (H-1200-10, Vectorlabs, USA). The sections were observed with a fluorescence microscope (ECLIPSE CI-L, Nikon), and images were collected using NikonMosaic 1.6 software. The following experimental antibodies were used: mouse CXCR6 antibody (H00010663-B01, Annova, USA), rabbit KI67 antibody (9129, Cell Signaling Technology, USA), rabbit CD4 antibody (YT0762, Immunoway, USA), mouse CD8 antibody (66868-1-lg, Proteintech, China), goat pAb to mouse IgG (Alexa Fluor 488, ab150113, Abcam, USA), and goat pAb to rabbit IgG (Alexa Fluor 594, ab150080, Abcam, USA). The percentage of positive cells was used for a quantitative analysis. In brief, five visual fields were randomly selected, and a 40x objective lens was used for observation. The total numbers of DAPI stains and positive signals were counted. The percentage of positive cells was calculated as the number of positive cells divided by the total number of DAPI stains.

### Single-Cell Sequencing Library Construction

A single-cell suspension was obtained by first removing whole lung tissues from healthy mice and day 1 post irradiation mice. The tissues were cleaned with cold phosphate-buffered saline, cut into small pieces with lengths of approximately 2 mm, and separated according to the manufacturer’s instructions using the Lung Dissociation Kit (mouse) and GentleMACS Dissociator (Miltenyi Biotec, Germany). Next, the lung tissue mixtures were filtered through a 40-µm cell sieve on ice, centrifuged at 4°C, and washed twice with regular medium to remove incompletely digested fragments and tissues. There were approximately 5,000 single cells in each sample. The transcriptome sequencing analysis was processed on the 10x Genomics platform according to the manufacturer’s instructions. The Illumina HiSeq 3000 was used for deep sequencing.

### Preprocessing and Analysis of scRNA-seq Data

The 10x Genomics Cell Ranger software (version 2.2.0) was used to demultiplex the raw files into FASTQ files, extract barcodes, and align the reads from droplet-based scRNA-seq to the reference mouse genome (mm10, NCBI Build 38). This generated a gene expression matrix (unique molecular identifier [UMI] counts per gene per cell) for each sample. We then used standard Seurat (version 2.3.4) R toolkits (9) to integrate the output expression matrices collected from the four samples into the downstream analyses. By analyzing the datasets with the Seurat functions *NormalizeData*, *FindVariableGenes*, *ScaleData*, *RunMultiCCA*, *and AlignSubspace*, we removed the batch effect and carried out data normalization, scaling, downstream dimensionality reduction, clustering, and differential expression. Apart from running with default parameters, genes expressed in less than three cells and cells with less than 500 or over 8,000 expressed genes and over 15% UMIs derived from the mitochondrial genome were excluded at the quality control (QC) step. Consequently, 18,500 cells with a mean of 1,698 detected genes per cell were included in the following analysis. For all 18,500 cells, we identified clusters with a resolution number of 2. With the *FindClusters* function, we identified 31 clusters of different cell subtypes. The clustering results were visualized using a t-distributed stochastic neighbor embedding (t-SNE) dimensionality method.

### Identification of Marker and Differentially Expressed Genes

We identified the marker genes of each cell cluster using the Seurat function *FindMarkers* for significantly highly expressed marker genes. We filtered the results with an average log-transformed fold-change (logFC) > 1 and an adjusted *P*-value < 0.01. Next, we contrasted the results with known classic marker genes to distinguish each cell type. As a result, the whole data were divided into immune cells (macrophages, monocytes, granulocytes, T and natural killer [NK] cells, B cells, and dendritic cells [DCs]) and stromal cells (fibroblasts and endothelial, epithelial, and smooth muscle cells) according to the known markers: *Cd44*, *Lyz2*, *C1qa* (macrophages), *Ly6c2*, *Ms4a6c*, *Csf1r*, *F13a1* (monocytes), *Mpo* (granulocytes), *Cd3g*, *Gzma*, *Nkg7*, *Klre1* (T and NK cells), *Cd79a*, *Cd79b*, *Ighm*, *Igkc* (B cells), *Ccl17*, *H2-Eb1*, *Cd209a*, *Cd74* (DCs), *Cldn5*, *Kdr*, *Cdh5*, *Pecam1*, *Eng* (endothelial cells), *Dcn*, *Gsn*, *Col1a2*, *Col3a1*, *Col1a1*, *Mgp*, *Gpx3* (fibroblasts), *Acta2*, *Myl9*, *Mustn1* (smooth muscle cells), *Krt18*, *Krt8*, *Foxj1*, and *Sntn* (epithelial cells). Furthermore, we compared the differentially expressed genes within T cell populations and categorized 3,617 T cells into two clusters with a resolution parameter of 0.3.

### Gene Set Variation Analysis

We performed a gene set variation analysis (GSVA) with the GSVA (10) package (version 1.32.0) to estimate the pathway activation status of each cluster. First, we downloaded the 50 hallmark gene sets (version 6.2) representing unique biological processes from the Molecular Signatures Database (MSigDB) (11). We then converted the genes in each set to orthologous genes in mice using g:Profiler (12). With the default mode of the gsva function of GSVA and the *lmFit* function of the limma package (version 3.40.6), we detected the differentially enriched pathways in the pathway enrichment matrices of the gene datasets.

### Construction of Intercellular Communication Networks

The construction of intercellular communication networks was based on specific interactions between ligands and receptors. We collected 1,169 literature-supported and manually-curated ligand-receptor (L-R) interactions from the Fantom5 and CellphoneDB databases (13, 14). A Mann-Whitney U test was used to screen out the ligands and receptors that were significantly overexpressed in each cell cluster. The significance threshold was set at *P* < 0.05. When a corresponding ligand and receptor were highly expressed in two cell clusters, the L-R pair was called the “significant interaction pair”. The interaction intensity was defined as the sum of the upregulated rates of the ligand and receptor in the respective clusters. In addition, the total cellular communication strength between two cell clusters was defined as the number of significant L-R interaction pairs between them. These principles were used to construct intercellular communication networks in each cell subpopulation.

### Statistical Analysis

R (version 3.6.0) was used to perform all statistical analyses. We applied the chi-square test to analyze the distribution of the different cells and two strains before and after irradiation. The immunofluorescence staining data were analyzed using an unpaired t-test. We corrected the *P*-values for multiple tests using the Bonferroni correction method and concluded that an adjusted *P-*value < 0.05 was statistically significant.

## Results

### Single-Cell Sequencing in Healthy and Irradiation-Injured Mouse Lungs

C57BL/6N and C3H/HeN mice were exposed to 20 Gy of thoracic irradiation using a ^60^Co irradiator to induce acute lung injury. We then used a droplet-based scRNA-seq approach to analyze the transcriptomes of single cells from the unexposed healthy lung tissues (n = 2) and irradiation-exposed lung tissues on day 1 (n = 2) (**Figure 1A**). 

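The 4 sequenced libraries each held the lung cells of 1 male mouse: an unexposed C57BL/6N mouse, an unexposed C3H/HeN mouse, and a mouse of each strain whose lungs were removed on day 1 after 20 Gy. Transcripts were counted by unique molecular identifiers (UMIs). The authors deposited the UMI counts of every gene and cell that passed their filter, merged over the libraries, and the same counts after normalization. In the 944 genes compared, the normalized values differed by at most 6.22e-15 from the natural logarithm of 1 plus the UMIs of the gene per 10000 UMIs of the cell. The UMI counts were the starting point for every value given here. Cells were integrated over the libraries by canonical correlation analysis and clustered at resolution 2 with Seurat, on the 14606 of 18878 genes that had UMIs in every library. The restriction on genes was set because 1009 genes were at 0 in the control C57BL/6N library alone and 726 other genes had UMIs in that library alone. In the other libraries, between 113 and 338 genes were at 0 in 1 library alone. Among these genes were 281 pairs in which an older symbol was used in the control C57BL/6N library and a newer symbol in the other libraries. Libraries, not cells, were taken as replicates (n = 2 control and n = 2 irradiated libraries), with both strains pooled. Numbers of cells, and UMIs summed over the cells of a type, were compared by edgeR's two-sided quasi-likelihood test with Benjamini-Hochberg adjustment. The smallest two-sided p that an exact permutation test of 2 against 2 libraries allows is 0.33. With 1 library per strain and treatment, no difference between the strains in their change was tested. Shares of a single library are given with 95% Clopper-Pearson intervals, which cover counting error only.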

After removing low-quality cells, the transcriptomes of 18,500 single cells, with an average of 1,698 genes and 5,032 unique transcripts per cell, were retained for further analysis (**Figure 1B**). 

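The deposited table held 3924 cells from the control C57BL/6N library, 4808 from the control C3H/HeN library, 4944 from the irradiated C57BL/6N library and 4824 from the irradiated C3H/HeN library. Every cell had between 501 and 7893 genes and at most 15.0% mitochondrial UMIs. The mean number of genes per cell was 1697 over all cells, 1516 and 1486 in the control C57BL/6N and C3H/HeN libraries, and 1895.0 and 1854 in the irradiated C57BL/6N and C3H/HeN libraries. The mean number of UMIs per cell was 5031 over all cells. It was 4744 in the control C57BL/6N library, 4211 in the control C3H/HeN library, 5427 in the irradiated C57BL/6N library and 5677 in the irradiated C3H/HeN library. Irradiated libraries were thus deeper than control libraries in both strains, with totals of 26831377 and 27383785 UMIs against 18613890 and 20247986 in C57BL/6N and C3H/HeN. Expression values were therefore given relative to the total UMIs of the cells compared (CPM), with totals scaled by TMM for the levels of p53 list genes and ligands in cell types and plain totals elsewhere, and phases of the cell cycle were called at an equal number of UMIs per cell.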

By applying a canonical correlation analysis (CCA)-based batch correction approach, we merged the transcriptomes of single cells from all samples to generate a global map of the cellular microenvironments of healthy and injured lungs. By using the shared nearest neighbor (SNN) graph-based clustering of single cells, we identified 31 cell clusters (subtypes), which were visualized on the t-SNE dimensional reduction map (**Figure 1B**).

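With 30 dimensions, the shared nearest neighbor graph gave 44 clusters of 19 to 1925 cells at the study's resolution. At a resolution of 1 it gave 37 clusters. The clusters made here are not the study's clusters and are named by cell type, without the study's cluster numbers.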

**Figure 1:**
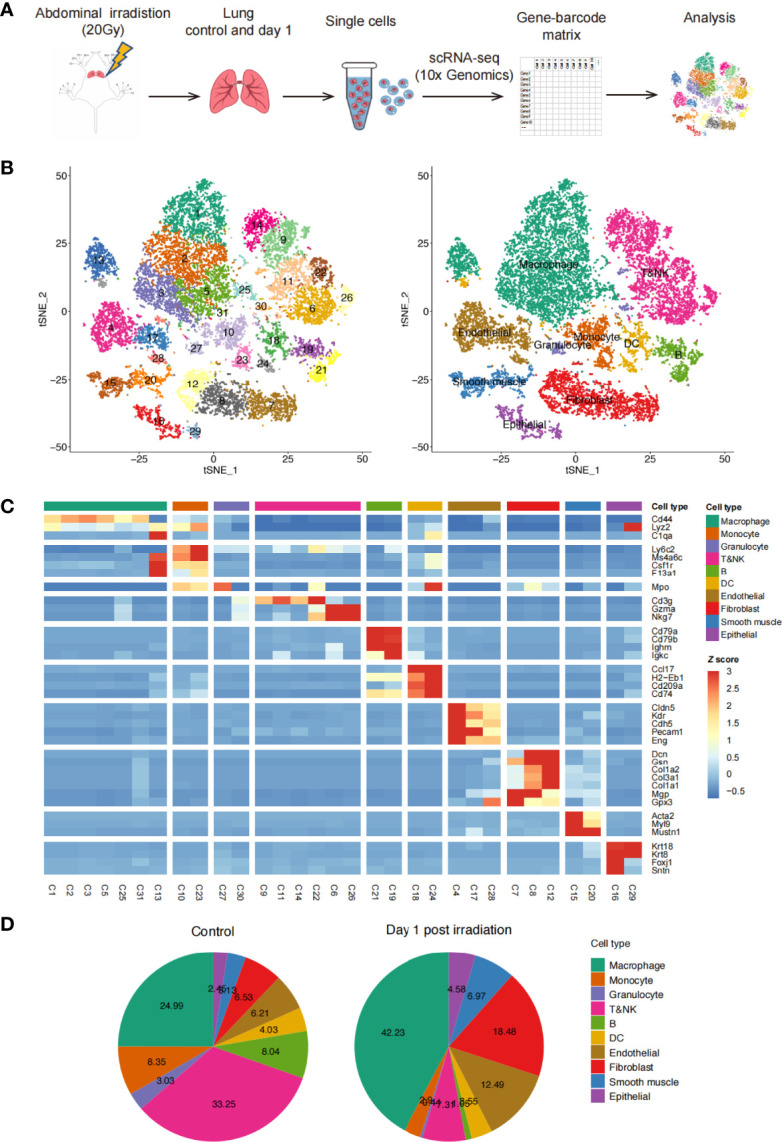
Profile of irradiation-induced lung injury (RILI) using scRNA-seq. **(A)** Schematic diagram of the experimental design and single-cell RNA sequencing (scRNA-seq) analysis. **(B)** t-SNE plot of 18,500 cells, color-coded by the associated clusters of Seurat cluster identities (left) and cell type annotations of samples (right). **(C)** Heatmap of cell type-specific and classical marker genes across clusters, measured as the z-score normalized mean expression. **(D)** Pie charts of cell type fractions before and after radiation among all samples, colored by cell type.

By using classic marker genes (15–19), the cell clusters in our dataset were readily identified as known cell types: lung endothelial cells, epithelial cells, fibroblasts, smooth muscle cells, myeloid cells (macrophages, monocytes, and granulocytes), T cells, NK cells, B cells, and DCs. Additionally, most of the major cell types were composed of multiple subtypes (**Figures 1C** and **S1A**). 

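A cluster took the name of a cell type when at least 3 of the type's marker genes were on in it, that is, had a UMI in at least 20% of its cells and at least 25% of their highest level among the clusters. A cluster in which another type had at least 60% of the leading type's fraction of markers was left unnamed. Clusters with more than 10% of their UMIs from hemoglobin genes were also left unnamed. These limits left 7.77% and 7.11% of the cells unnamed in the control C57BL/6N and C3H/HeN libraries, and 5.64% and 6.97% in the irradiated ones. Endothelial cells, epithelial cells, fibroblasts, smooth muscle cells, macrophages, monocytes, T and NK cells, B cells and DCs were named. No cluster was named granulocytes. The cluster with the most granulocyte genes held 315 cells, 124 and 82 in the control C57BL/6N and C3H/HeN libraries and 21 and 88 in the irradiated ones. Ngp, Camp, Retnlg, S100a8 and S100a9 led its genes, but it was left unnamed because 6 of 10 granulocyte markers and 8 macrophage markers were on in it. Of the markers, Trac, Trbc2, Ighm and Igkc were listed at 0 in the control C57BL/6N library.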

When comparing the percentages of each cell type in the lung tissues before and after irradiation, we found an increase in macrophages and stromal cells after irradiation. Conversely, the percentages of B, T, and NK cells decreased significantly (**Figure 1D**). 

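Macrophages made up 24.2% ± 3.61 (SD, n = 2 libraries) of the cells in the control libraries and 38.9% ± 6.19 (SD, n = 2) in the irradiated libraries, a log2 ratio of 0.68 (standard error 0.465, adjusted p = 0.189 over 9 cell types from edgeR). The share was higher after irradiation in both strains, but the difference did not pass the threshold. Fibroblasts rose from 6.58% ± 1.11 to 18.3% ± 0.362 (log2 ratio 1.48, standard error 0.470, adjusted p = 0.0163 from edgeR). Smooth muscle cells rose from 2.41% ± 0.449 to 7.31% ± 0.721 (log2 ratio 1.60, standard error 0.480, adjusted p = 0.0144 from edgeR). Both passed the threshold, and both lost it when any 1 library was left out. The strain as a block in the fit gave 1.49 and 1.61, short of the threshold with 1 residual degree of freedom (adjusted p = 0.0644 for both from edgeR). Without the control C57BL/6N, control C3H/HeN, irradiated C57BL/6N or irradiated C3H/HeN library, the log2 ratio was 1.66, 1.31, 1.46 or 1.5 for fibroblasts. It was 1.42, 1.80, 1.70 or 1.5 for smooth muscle cells, in the same order. Endothelial cells were at 5.94% ± 0.866 before and 11.9% ± 3.67 after irradiation (log2 ratio 1.00, adjusted p = 0.0939 from edgeR). Epithelial cells were at 2.65% ± 1.77 before and 5.40% ± 1.95 after it (log2 ratio 1.03, adjusted p = 0.130 from edgeR). The log2 ratio of endothelial cells ran from 0.64 without the irradiated C57BL/6N to 1.29 without the irradiated C3H/HeN library, and that of epithelial cells from 0.47 without the control C3H/HeN to 1.95 without the control C57BL/6N library. The alternative that moved these shares most took them as shares of the stromal cells alone. The log2 ratio was then -0.31 for endothelial and -0.21 for epithelial cells, and 0.20 for fibroblasts and 0.28 for smooth muscle cells. A share of all cells also rises when cells of other types are lost, and the numbers of cells per lung were not analysed here.

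**Figure D1:**
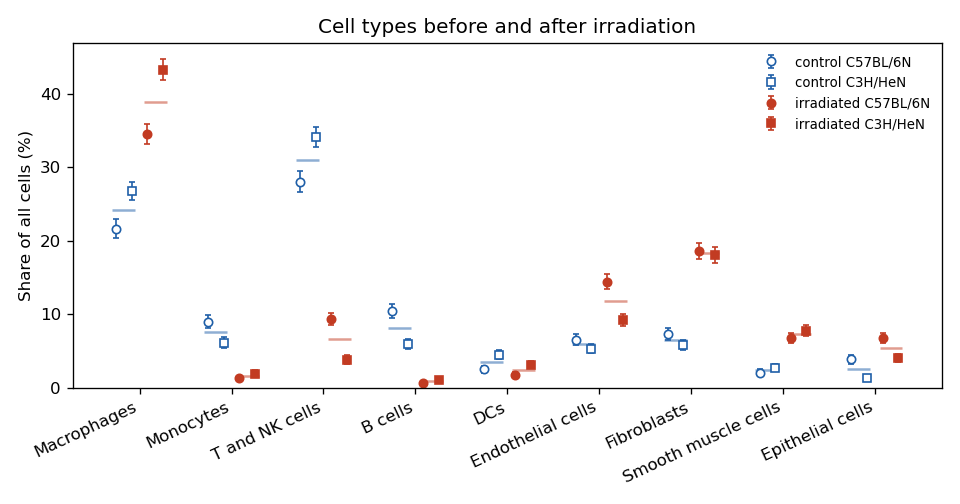
Share of each cell type in all cells of a library (%), with 95% Clopper-Pearson intervals as bars; circles are C57BL/6N, squares C3H/HeN, open symbols control libraries and filled symbols irradiated libraries, and lines are the mean of the 2 libraries of a treatment. Macrophages, endothelial cells, fibroblasts, smooth muscle cells and epithelial cells lie higher in both irradiated libraries than in both control libraries, and monocytes, B cells, and T and NK cells lie lower.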

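T and NK cells fell from 31.1% ± 4.25 (SD, n = 2) of the control cells to 6.63% ± 3.92 (SD, n = 2) of the irradiated cells, a log2 ratio of -2.23 (standard error 0.552, adjusted p = 0.00553 from edgeR). The number of T and NK cells was 1101 and 1638 in the control C57BL/6N and C3H/HeN libraries, and 465 and 186 in the irradiated ones. Without the control C3H/HeN library the log2 ratio was -2.08 (adjusted p = 0.0593) and without the irradiated C3H/HeN library it was -1.72 (adjusted p = 0.0799 from edgeR), both short of the threshold. The strain as a block gave -2.36, also short of it (adjusted p = 0.0687 from edgeR). B cells fell from 8.21% ± 3.17 to 0.934% ± 0.291 (log2 ratio -3.13, standard error 0.554, adjusted p = 0.00117 from edgeR), with 410 and 287 cells in the control C57BL/6N and C3H/HeN libraries and 36 and 55 in the irradiated ones. The fall of B cells passed the threshold with any 1 library left out (adjusted p from 0.00970 to 0.0462 from edgeR). It did not pass with the strain as a block in the fit (log2 ratio -3.10, adjusted p = 0.0644 from edgeR), which leaves 1 residual degree of freedom. The exact permutation test gave p = 0.33 for both, the smallest it allows.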

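The shares of the cell types in the 2 control libraries differed by more than counting error for several types. T and NK cells made up 28.1% (95% Clopper-Pearson interval 26.7 to 29.5) of the control C57BL/6N cells and 34.1% (32.7 to 35.4) of the control C3H/HeN cells. B cells made up 10.4% (9.51 to 11.4) and 5.97% (5.32 to 6.68), and epithelial cells 3.90% (3.31 to 4.55) and 1.39% (1.08 to 1.77). Macrophages made up 21.7% (20.4 to 23.0) and 26.8% (25.5 to 28.0), and DCs 2.52% (2.06 to 3.06) and 4.53% (3.96 to 5.16). Smooth muscle cells, at 2.09% (1.67 to 2.59) and 2.72% (2.28 to 3.23), differed by less than their intervals. With 1 mouse per strain, a difference between strains and one between mice of a strain were not separated, and none was tested.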

We also compared the percentage of each cell type between C57BL/6N and C3H/HeN mice and found similar proportions between the two strains (**Figure S1B**). Overall, this analysis revealed the presence of a complex cellular ecosystem in healthy and irradiation-injured lungs containing 10 major cell types and 31 cell subtypes.

### Heterogeneity of *In Vivo* Radiosensitivity in Lung Multicellular Ecosystems

Given the changes in the cellular components of the lungs before and 1d after irradiation, we explored the *in vivo* radiosensitivity of multifarious cell subtypes (**Figure 2A**). We compared the percentages of each cell cluster between the healthy and post-irradiated lung samples to quantify the radiosensitivity of each cluster. 

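Immune cells (macrophages, monocytes, T and NK cells, B cells and DCs) made up 71.7% of the control C57BL/6N cells and 47.7% of the irradiated C57BL/6N cells. In C3H/HeN they made up 77.5% of the control and 53.4% of the irradiated cells. Stromal cells (endothelial cells, fibroblasts, smooth muscle cells and epithelial cells) rose from 19.9% to 46.6% in C57BL/6N and from 15.2% to 39.2% in C3H/HeN. The remaining cells were unnamed or mesothelial.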

Our data indicated considerable differences in the radiosensitivity of stromal cells and most immune cell populations. In contrast to the stromal cells, most of the immune cell subtypes had significantly lower frequencies after irradiation than the healthy lung samples, indicating that the immune cells were highly radiosensitive. This is consistent with previous studies (20). However, different immune cell populations showed different radiosensitivity, such as myeloid cells (macrophages, monocytes, and granulocytes) and B cells, which exhibited highly radiosensitive phenotypes. 

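Of 20 immune clusters, 13 had a negative log2 ratio of shares after irradiation in edgeR and 7 a positive one; 1 of the 13, a B cell cluster, was at -0.005. All 15 stromal clusters had a higher share, with log2 ratios of 0.63 to 2.17. The edgeR test over the 44 clusters called 0 clusters past the threshold, with 16 at an unadjusted p under 0.05. DESeq2 was not run on numbers of cells. With the strain as a block, 11 clusters passed the threshold, 4 of them higher and 7 lower. At resolution 1, 1 cluster passed, and it was lower. In simulated data with a 4-fold change in 10 of the clusters, the test recovered 22.4% of the changes, so a cluster that does not pass is not shown to be unchanged. From the lower frequencies of most immune subtypes, in contrast to the stromal cells, the paper concludes that immune cells were highly radiosensitive.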

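Monocytes fell from 7.59% ± 2.03 (SD, n = 2) to 1.65% ± 0.449 (SD, n = 2) of the cells, a log2 ratio of -2.20 (standard error 0.511, adjusted p = 0.00522 from edgeR). Without the control C57BL/6N library the log2 ratio was -1.90 (adjusted p = 0.0979) and without the irradiated C57BL/6N library it was -1.94 (adjusted p = 0.0574 from edgeR), neither past the threshold. With the strain as a block the adjusted p was 0.0644 from edgeR, also short of it. The libraries held 354 and 296 monocytes in the control C57BL/6N and C3H/HeN mice, and 66 and 95 in the irradiated mice. Macrophages did not fall as a share of all cells: 5 of their 6 clusters had a higher share after irradiation and 1 a lower one. As a share of the immune cells alone, the log2 ratio of macrophages was 1.24 (adjusted p = 0.0638 from edgeR). DCs were at 3.53% ± 1.42 before and 2.46% ± 1.04 after irradiation (log2 ratio -0.53, adjusted p = 0.343 from edgeR), and the log2 ratio was 0.03 as a share of the immune cells. It was -0.04 without the control and -1.04 without the irradiated C3H/HeN library, in all cells. Granulocytes were not compared, since no cluster took their name.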

We found that the immune cells exhibited heterogeneous levels of radiosensitivity across their respective subtypes. 

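The share of a cluster's cells that came from the irradiated libraries, with each library weighted equally, ran from 5.87% to 63.4% over the immune clusters and from 60.7% to 81.9% over the stromal clusters. It ran from 29.0% to 63.4% over the 6 macrophage clusters and from 6.82% to 56.3% over the 7 T and NK clusters. The B cell clusters lay at 5.87% and 50.1%, and the monocyte clusters at 13.6% and 20.7%.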

Our data revealed that a few DC, T, and NK cell subtypes (e.g., clusters C22, C24, and C26) were enriched after irradiation, indicating they were more likely to be radiation-induced compared to other subtypes. 

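Among the T and NK clusters, 1 had a higher share after irradiation (log2 ratio 0.36, standard error 1.01, adjusted p = 0.772 from edgeR). Its 188 cells were split by strain: 24 cells in the control and 98 in the irradiated C57BL/6N library, but 54 in the control and 12 in the irradiated C3H/HeN library. Among the DC clusters, 1 had a higher share (log2 ratio 0.64, standard error 0.544, adjusted p = 0.370 from edgeR), with 26 cells in the control and 42 in the irradiated C57BL/6N library, and 17 and 35 in C3H/HeN. Neither change passed the threshold.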

In parallel, we performed a cell cycle analysis of the subpopulations of immune and stromal cells. 

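Phases were called from the S list (43 genes) and the G2/M list (54 genes) of Seurat after every cell had been thinned to 1000 UMIs. Unlike the clustering, the lists were not limited to genes with UMIs in every library. An effect of the other gene symbols of the control C57BL/6N library on its calls was not excluded. In T and NK cells G2/M calls were at 41.9% in that library and at most 34.4% elsewhere, but in endothelial cells they were not highest there. Among the control cells, 42.8% of the T and NK cells, 37.5% of the B cells and 21.5% of the DCs were called S, and 33.6%, 38.0% and 22.7% were called G2/M. Cells in neither phase were called G1, a class that holds any G0 cells, since the lists do not part G0 from G1. At the same depth, Mki67 or Top2a, which are transcribed in dividing cells, had a UMI in 2.23% of the control T and NK cells, 0.717% of the B cells and 2.84% of the DCs. In smooth muscle cells the count was 0 of 213 control cells, which at 3 counts allows up to 1.41% of cells with such a UMI at this depth. This does not limit the cells that express these genes, since without thinning 1.88% of the same cells had a UMI. After irradiation the share was 8.30% in T and NK cells, 6.59% in B cells and 5.02% in DCs. In T and NK cells this rise came mainly from C57BL/6N, with 1.82% in the control and 10.1% in the irradiated library, against 2.5% and 3.76% (95% interval 1.53% to 7.60%) in C3H/HeN. The phase calls are relative scores that free RNA in the droplets can shift, so they alone do not show that cells divide.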

The results showed that the T, NK, B cells, and DCs were abundant in the S phase, suggesting that they may have been in the DNA replication and synthesis stages. In contrast, each stromal cell cluster had a large number of cells in the G0 phase, indicating that they were in a stable state (**Figure 2B**).

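The share of control cells called G1 was 53.2% in fibroblasts, 55.0% in epithelial cells, 44.4% in endothelial cells and 40.4% in smooth muscle cells. It was 48.5% in macrophages, 45.4% in monocytes and 55.8% in DCs, against 23.6% in T and NK cells and 24.5% in B cells. Without thinning, the share in stromal cells was higher, from 56.3% in endothelial to 77.7% in epithelial cells. Mki67 or Top2a had a UMI in 0.780% of the control endothelial cells, 0.352% of the fibroblasts and 0.455% of the epithelial cells at 1000 UMIs per cell.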

**Figure 2:**
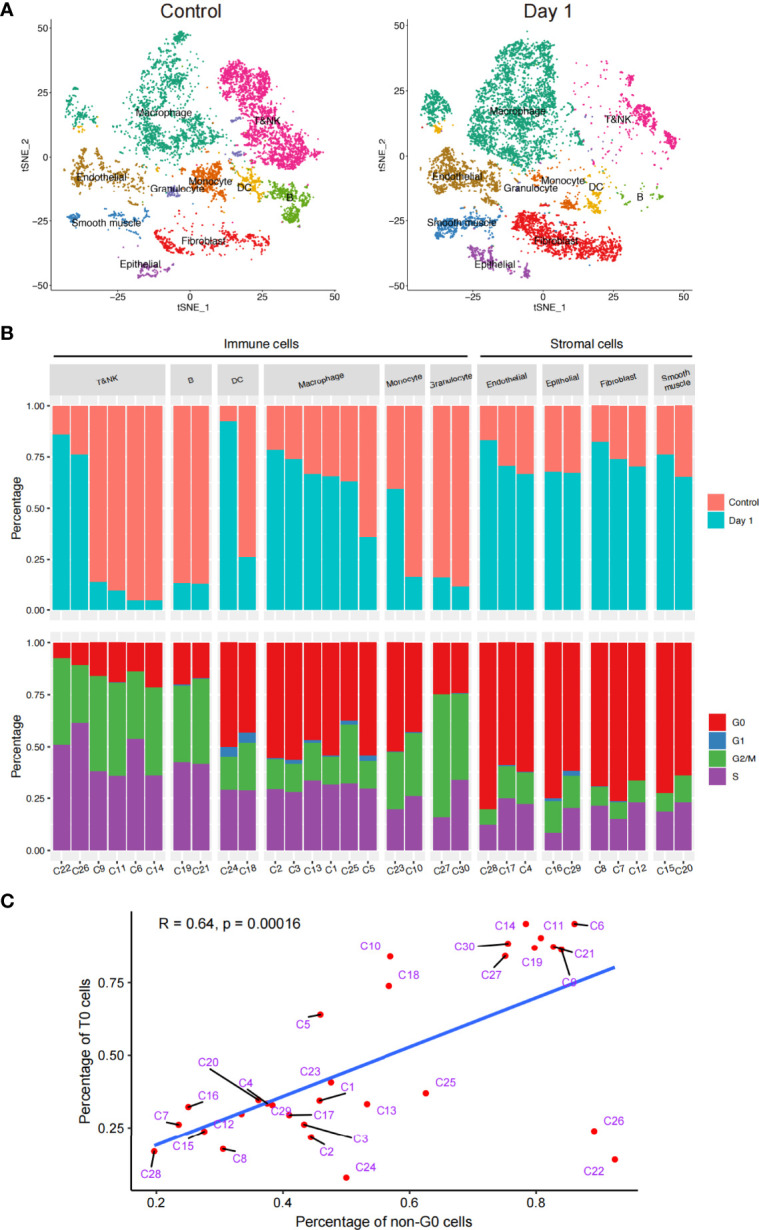
Schematic of the in vivo radiosensitivity of different cell subtypes in the lungs. **(A)** t-SNE plot of the 18,500 cells, colored by the cell distributions before radiation (left) and after radiation (right). **(B)** Bar plot (top) showing the fraction of cells before and after radiation in each cluster. Bar plot (bottom) showing the fraction of cells during the cell cycle. Only clusters that had > 50 cells were shown; therefore, cluster 31 has been discarded here. **(C)** Dot plot of the linear correlation between the ratio of unirradiated cells and G0 phase cells of each cluster, not including cells of cluster C31.

The relationship between the cell cycle and radiosensitivity garnered our attention. A correlation analysis revealed a significant negative linear correlation between the proportion of unirradiated cells in all cells of each cluster and the proportion of cells in the G0 phase out of all four cell cycle stages. These results suggested that if cell division was actively taking place, then the radiosensitivity of the cell would be lower (**Figure 2C**). In addition, although the C22 and C26 cells had strong radiation resistance, cell division was taking place actively; therefore, we carried out further analyses.

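Over the 41 clusters of more than 50 cells, the share of control cells, with libraries weighted equally, correlated with the share of cells called S or G2/M (Pearson's r = 0.55, permutation p = 0.0002, adjusted p = 0.0006; Spearman's rho = 0.493, permutation p = 0.00136, adjusted p = 0.00306). This is the direction of a negative correlation with the share outside both phases. Without the pair of clusters farthest from the median share of control cells, r was 0.67 (permutation p = 2e-05). The adjustment covered the 9 versions of this relation that were computed, and the clusters are not independent replicates. Within the strains, r was 0.72 in the C3H/HeN libraries (permutation p = 1e-05, the smallest that the permutations can give; adjusted p = 4.5e-05) and 0.35 in the C57BL/6N libraries (permutation p = 0.0240, adjusted p = 0.0359). Spearman's rho was 0.627 in C3H/HeN (permutation p = 3e-05, adjusted p = 0.000135) and 0.255 in C57BL/6N (permutation p = 0.107, adjusted p = 0.137), the latter not past the threshold. Within the 20 immune clusters r was 0.44 (permutation p = 0.0521, adjusted p = 0.0670), and within the 14 stromal clusters of that size it was 0.07 (permutation p = 0.815, adjusted p = 0.815). The relation over all clusters therefore rested in part on the difference between immune and stromal clusters. Whether gene symbols that differ between the libraries shifted the phase calls was not tested.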

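With the share of cells that had a UMI of Mki67 or Top2a in place of the phase calls, the correlation was 0.07 (permutation p = 0.681, adjusted p = 0.766). It was 0.72 without thinning the cells to an equal depth (permutation p = 1e-05, adjusted p = 4.5e-05), 0.51 at 500 UMIs per cell (permutation p = 0.00047, adjusted p = 0.00106) and 0.49 over the 35 clusters at resolution 1 (permutation p = 0.0021, adjusted p = 0.00378). The paper proposes from its correlation that cells in which division was actively taking place had a lower radiosensitivity. In the values here, clusters with a larger share of cells in S or G2/M had a larger share of control cells. The paper's own negative correlation with the G0 share has this direction too.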

We sought to study radiosensitivity at the level of the activated cellular pathways. To characterize the function of each subpopulation in greater detail, we used GSVA to compare the functional pathway activities of different cell clusters, focusing on the radiosensitive and radioresistant cell types in our dataset including myeloid, T, and NK cells (**Figure S1C**). We found that alveolar macrophages (clusters C1, C2, C3, C5, C25, and C31) were significantly upregulated in many signaling pathways, including the oxidative phosphorylation, tumor necrosis factor (TNF)-α signaling *via* nuclear transcription factor kappa-B (NF-κB), and PI3K/Akt/mTOR signaling pathways. Interstitial macrophages (cluster C13) were highly expressed in the p53 and interferon-γ response pathways. Monocytes (clusters C10 and C23) were highly expressed in the interferon-α and interferon-γ response pathways. Granulocytes (clusters C27 and C30) were highly expressed not only in the interferon-α and interferon-γ signaling pathways, but also in the spermatogenesis and KRAS signal response pathways. These results are consistent with the conclusions of previous studies. For example, at the early stage of acute lung injury, NF-κB was found to be activated by bacterial endotoxins, participated in transcription, and produced pro-inflammatory cytokines such as TNF-α, interleukin (IL)-1β, and IL-6. It has further been shown that TNF-α signaling *via* the NF-κB pathway plays an important role in acute lung injury by producing many pro-inflammatory cytokines (21). Hence, our analysis suggested that the activation of the aforementioned pathways may be related to the process of acute lung injury.

The GSVA results of the T and NK cell pathway activities indicated that the T cell subpopulations C9 and C14 were significantly upregulated in only a few pathways, such as the Wnt/β-catenin and bile acid metabolism signaling pathways (**Figure S1D**). However, the T cell subpopulations C11 and C22 were significantly upregulated in many pathways, such as the DNA repair, interferon α-signaling, and G2/M checkpoint pathways. The NK cell subpopulations (clusters C6 and C26) were significantly upregulated in the apical binding and complement signaling pathways. These results suggested that the activation of many pathways may be related to the process of acute lung injury. In line with previous studies, a recent study (22) proved that miRNA1246 could mediate the inflammatory and apoptotic effects at the acute lung injury stage by inhibiting Wnt/β-catenin and activating NF-κB signaling pathways.

We next sought to identify the signaling cascades triggered in various cell types to confront irradiation-induced apoptosis. We focused on the radiosensitive clusters for different immune cell types, and compared the GSVA pathway activities in cells from 1 day post irradiation to those from the control group. 

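A hand-written list of 28 p53 target genes stood for the p53 pathway; the hallmark gene sets were not used here. In macrophages 24 of the 26 genes tested were higher after irradiation, with a median log2 fold change of 1.25. In monocytes 14 of 19 were higher (median 0.94), in T and NK cells 26 of 27 (median 1.05), in B cells 15 of 19 (median 1.51) and in DCs 21 of 21 (median 1.42). The limma test camera, with a preset correlation of 0.01 between genes, gave an adjusted p of 3.8e-17 in macrophages, 4.7e-09 in monocytes, 4.0e-16 in T and NK cells, 1.85e-07 in B cells and 3.9e-18 in DCs. Under the limma test fry, which permits the genes to be correlated as in the data, only the T and NK cells passed the threshold (adjusted p = 0.00934); the other 8 cell types had adjusted p from 0.0597 to 0.116 by fry. Cdkn1a, on chromosome 17 of GRCm38 from 29090976 to 29100727, encodes the cell cycle inhibitor p21. In macrophages it was at 770.4 and 685.3 CPM in the control C57BL/6N and C3H/HeN libraries, and at 2645 and 1968 CPM in the irradiated ones (log2 fold change 1.66, standard error 0.228, adjusted p = 0.891 over all genes from edgeR). Bax, on chromosome 7 from 45461697 to 45466898, encodes a protein of the intrinsic apoptosis pathway. In T and NK cells it was at 165 and 161 CPM in the control and at 420.4 and 497 CPM in the irradiated libraries of C57BL/6N and C3H/HeN (log2 fold change 1.49, standard error 0.202, adjusted p = 0.883 from edgeR). In the mean of the libraries Cdkn1a, Bax, Ccng1, Phlda3 and Mdm2 were higher in 9 of 9 cell types, though Mdm2 in epithelial cells fell in C3H/HeN, from 56.8 to 48.9 CPM by plain totals.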

Results showed that a number of pathways were consistently upregulated in the surviving cells from various immune cell types compared to the non-irradiated cells, including the P53 pathway, apoptosis, and ultraviolet response down pathways (**Figures 3A–F**). We next examined the differentially expressed genes in these surviving cells and identified 42 significantly upregulated genes which were shared by all the radiation-sensitive immune cells (**Figure 3G** and **Supplementary Table S1**). 

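With libraries as replicates, the edgeR test called 0 genes in every cell type at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 495 genes in macrophages, 166 in monocytes, 454 in T and NK cells, 703 in B cells and 233 in DCs. In simulated data of these types 10934, 5443, 9496, 5402 and 5378 genes were tested. By chance a fraction of 0.05 of that many genes would pass, more than these counts in all types but B cells. DESeq2 called 53, 5, 20, 79 and 7 genes in these types. In simulated data with the spread of these libraries, the edgeR test recovered from 37.6% of 4-fold changes in DCs to 71.6% in macrophages, and at most 6.6% of 2-fold changes in the immune types. Leaving out the control C3H/HeN library raised the counts to 578, 463, 469, 359 and 274 genes, but 421, 180, 357, 150 and 176 of these have no UMI in at least 1 of the 4 libraries. Then 50 genes were called higher in all of these types, 10 of them in Table S1, and 47 of the 50 and 8 of the 10 have no UMI in at least 1 library. Without the control C57BL/6N library 64 genes were called in monocytes and 8 in B cells. Of the 42 genes in Table S1, those with enough counts to be tested were higher in 42 of 42 cases in macrophages, 35 of 35 in monocytes, 40 of 41 in T and NK cells, 35 of 35 in B cells and 36 of 36 in DCs. Their median log2 fold change was 1.21, 1.15, 1.05, 1.39 and 1.5 in these types. Left out 1 at a time, the libraries moved it to between 1.17 and 1.60 in macrophages, 0.71 and 1.89 in monocytes, 0.87 and 2.05 in T and NK cells, 0.94 and 3.09 in B cells and 1.40 and 2.2 in DCs, the highest each without the control C3H/HeN library. Adjusted over the list alone, 16, 9, 12, 9 and 16 genes passed the threshold in edgeR; adjusted over all genes tested, 0 did. The counts over the list were 0, 0, 3, 11 and 6 without the irradiated C57BL/6N library, 0, 0, 2, 5 and 1 without the irradiated C3H/HeN library, 27, 12, 15, 10 and 22 without the control C57BL/6N library, and 32, 22, 29, 24 and 26 without the control C3H/HeN library. The study chose the list on these libraries, so the counts are not independent evidence. Of the 42 genes, 10 are listed under an older symbol in the control C57BL/6N library. Selenow, on chromosome 7 from 15917208 to 15922402, had 0 UMIs in that library, and 14159, 7969 and 11578 in the irradiated C57BL/6N, control C3H/HeN and irradiated C3H/HeN libraries; its older symbol Sepw1 had 8011 UMIs in the control C57BL/6N library and 0 in the others. With older symbols added to newer ones, the median log2 fold change of those of the 10 that were tested went from 1.18 to 0.07 in macrophages, from 1.18 to -0.07 in monocytes, from 1.01 to 0.06 in T and NK cells, from 1.28 to 0.49 in B cells and from 1.09 to 0.22 in DCs. Ftl1-ps1, also at 0 in that library alone (7335, 3997 and 5979 UMIs in the others, in the same order), has no pair among these symbols and is in neither group. The other genes of the list had medians of 1.24, 0.99, 1.1, 1.43 and 1.60 before the addition.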

Gene Ontology (GO) term annotation showed that these upregulated genes were enriched in biological processes including cellular response to radiation and abiotic stimulus, intrinsic apoptotic signaling pathway, and DNA damage related pathways (**Figure 3H**). These results revealed the common pathways and genes that may be involved in the radiation-induced responses in different radiosensitive immune cells.

**Figure 3:**
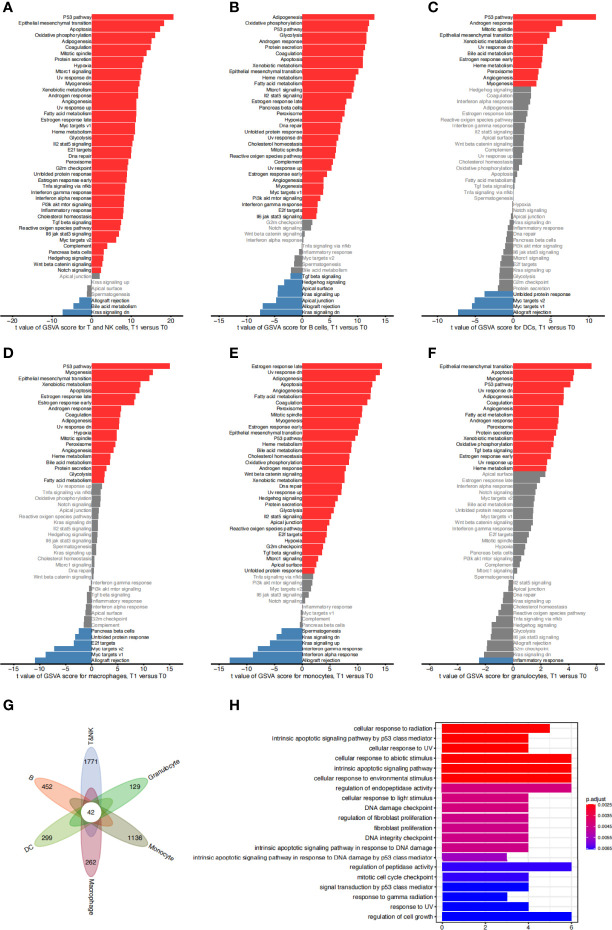
Functional characteristics of sensitive cell types. **(A)** Difference of hallmark pathway activities between sensitive T&NK clusters (C6, C9, C11, C14) from the control group and 1 day post irradiation. Shown are t values calculated in a linear modal comparing the pathway scores estimated by gene set variation analysis (GSVA) between cells from the two groups. **(B–F)** The same as **(A)** for sensitive B clusters (C19, C21) **(B)**, DC clusters (C18) **(C)**, macrophage clusters (C5) **(D)**, monocyte clusters (C10) **(E)** and granulocyte clusters (C27, C30) **(F)**. **(G)** Venn diagram showing the intersection of significantly upregulated genes of sensitive cells of each cell type from 1 day post irradiation compared to that from the control group. **(H)** The top 20 significantly enriched gene ontology (GO) terms of 42 common upregulated genes for sensitive T&NK, B, DC, macrophage, monocyte and granulocyte clusters.

We further detected the *in vivo* radiosensitivity of various cell subtypes in the two mouse strains, C57BL/6N and C3H/HeN (**Figure S2A**). We also compared the proportions of all cell subtypes in each strain before and after irradiation to identify the differences in radiosensitivity (**Figure S2B**). We found that there were radiosensitivity trends in the immune and stromal cells in the two mouse strains. For example, the immune cells exhibited higher radiosensitivity. However, there was no significant difference in the radiosensitivity between the two mouse strains.

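In C57BL/6N, the log2 ratio of the irradiated to the control share was -2.76 (95% counting interval -3.13 to -2.38) for monocytes, -1.58 (-1.72 to -1.43) for T and NK cells, and -3.84 (-4.33 to -3.35) for B cells. In C3H/HeN it was -1.64 (-1.97 to -1.32), -3.14 (-3.35 to -2.93) and -2.39 (-2.80 to -1.98). Fibroblasts had log2 ratios of 1.33 in C57BL/6N and 1.64 in C3H/HeN, smooth muscle cells 1.70 and 1.52, endothelial cells 1.14 and 0.80, and epithelial cells 0.80 and 1.53. Macrophages had 0.67 and 0.69, and DCs -0.55 and -0.51. All 9 cell types changed in the same direction in both strains.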

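The counting intervals of the strains did not overlap for T and NK cells, B cells, monocytes and epithelial cells, but such intervals leave out the difference between mice of a strain. A term for strain by treatment would use all 4 libraries and leave no residual degrees of freedom, so no difference between the strains was tested. Differences of genes between the strains were shared in part before and after irradiation. Across 8070 genes, the log2 ratio of the strains in the control libraries correlated at 0.51 with that in the irradiated libraries. Genes are not independent replicates.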

### Changes in T Cell Subtypes in Healthy Lungs and RILI

Following the above analysis, we found that the radiosensitivity of lung tissues varied greatly among all cell types. In particular, it seemed that different subpopulations of T and NK cells had different radiosensitivity and levels of expression in the functional pathways (**Figures 2B** and **S1D**).

We identified marker genes (23–25) for T and NK cells as specific cell subtypes. Cells in clusters C9 and C14 expressed naïve T cell signatures *(Tcf7*, *Sell*, *Lef1*, and *Ccr7*) highly, suggesting that they were naïve T cells. 

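The 3390 T and NK cells were clustered alone into 16 clusters, and these were named by the study's markers and others for each subclass. The naive T subclass, named by Tcf7, Lef1, Ccr7 and other markers, held 550 and 658 cells in the control C57BL/6N and C3H/HeN libraries, and 79 and 35 in the irradiated ones. Its mean share of the T and NK cells fell from 45.1% ± 6.92 (SD, n = 2) to 17.9% ± 1.29 (SD, n = 2), a log2 ratio of -1.33 (standard error 0.635, adjusted p = 0.162 over 6 subclasses from edgeR). The alternative that moved this value most was a TMM normalization of the numbers of cells, with a log2 ratio of -1.90 that passed the threshold (adjusted p = 0.0419 from edgeR). Clusters given no subclass by hand were left unnamed, 15.7% of the control and 22.7% of the irradiated T and NK cells on average. They stay in the total of T and NK cells. Genes of other cell types led some of them, such as hemoglobin genes in 95 cells and smooth muscle genes in 46. Another unnamed cluster had a Cxcr6 UMI in 90.2% of its 123 cells, against 46.7% of the Cxcr6 helper T cells.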

Cells in clusters C6 and C26 expressed the signatures of NK or NK T cells (*Klrb1c* and *Klrd1*) highly, suggesting that they were NK or NK T cells. 

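The NK subclass, named by Klrb1c, Klrd1 and other markers, held 121 and 636 cells in the control C57BL/6N and C3H/HeN libraries, and 89 and 58 in the irradiated ones. Its share of the T and NK cells was 24.9% ± 19.7 (SD, n = 2) before and 25.2% ± 8.52 (SD, n = 2) after irradiation (log2 ratio 0.00, standard error 0.649, adjusted p = 1.00 from edgeR). The direction depended on the libraries: the log2 ratio was -0.65 without the control C57BL/6N library, 1.17 without the control C3H/HeN library, 0.32 without the irradiated C57BL/6N library and -0.38 without the irradiated C3H/HeN library. In the control libraries the NK share was 11.0% (95% Clopper-Pearson interval 9.20 to 13.0) in C57BL/6N and 38.8% (36.5 to 41.2) in C3H/HeN.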

Cells in cluster C11 expressed high levels of regulatory T cell (Treg) signatures (*Il2ra*, *Foxp3*, and *Ikzf2*), suggesting that they were a set of Tregs. 

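The Tregs, named by Il2ra, Foxp3, Ikzf2 and Ctla4, held 20 and 19 cells in the control C57BL/6N and C3H/HeN libraries, and 4 in each irradiated library. Foxp3, on chromosome X from 7573644 to 7595245, had 15 and 19 UMIs in the control Tregs of C57BL/6N and C3H/HeN, and 1 in each irradiated library. Ikzf2, on chromosome 1 from 69531214 to 69687245, was at 791 and 1631 CPM in the control Tregs and at 1084 and 829 CPM in the irradiated ones. These genes were used to name the subclass, so their levels in it are not a separate result.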

Cluster C22 was enriched with T cells that expressed *Cd8b1* highly, which is a signature of recently reported *Cd8*^+^ T cells. 

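Cd8b1 lies on chromosome 6 from 71322788 to 71337494. It was among the genes that named the subclass of proliferating Cd8 T cells, where it was at 469 CPM (117 UMIs) and 913 CPM (615 UMIs) in the control and irradiated C57BL/6N libraries. In the C3H/HeN libraries it was at 84.9 CPM (35 UMIs) and 18.4 CPM (2 UMIs). The naive T cells had Cd8b1 at 338 and 876 CPM in C57BL/6N and at 137 and 167 CPM in C3H/HeN, before and after irradiation. In C3H/HeN, Cd8b1 was thus lower in the proliferating subclass than in the naive T cells.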

We found that the cells in cluster C22 also expressed high levels of classic T cell receptor genes (*Trac*).

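Trac, on chromosome 14 from 54220521 to 54224206, encodes the constant region of the T cell receptor alpha chain and was not used to name the proliferating subclass. It was at 378 CPM in the control C3H/HeN library and at 687 and 652 CPM in the irradiated C57BL/6N and C3H/HeN libraries. The control C57BL/6N library listed Trac at 0 over all its cells, so no change after irradiation was computed. In the NK cells of the same libraries Trac was at 20.2, 101 and 14.0 CPM.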

A closer examination of the cells in cluster C22 showed two different subclusters (C22A and C22B) (**Figure 4A**). 

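Mki67, on chromosome 7 from 135689784 to 135716361, was at 116 and 179 CPM in the proliferating Cd8 T cells of the control C57BL/6N and C3H/HeN libraries, and at 199 and 184 CPM in those of the irradiated libraries. In the Cxcr6 helper T cells it was at 4.77 and 0 CPM before and at 18.2 and 10.2 CPM after irradiation, from at most 8 UMIs per library. Mki67 was among the genes that named the proliferating subclass.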

C22A cells expressed higher levels of *Cd8b1* and cell cycle-related genes (*Mki67*). CD8 (Cd8b1) (26, 27) is a transmembrane glycoprotein that is predominantly expressed on the surface of cytotoxic T cells. It plays a role in T cell development and the activation of mature T cells. Mki67 (Ki67) (28) is a nuclear non-histone protein that is universally expressed in proliferating cells and absent in quiescent cells. These results indicated that C22A cells were likely to be *Cd8*^+^ T cells in an actively proliferating state. In contrast, cells in C22B expressed not only Treg classical marker genes (*Il2ra*, *Foxp3*, and *Ikzf2*), but also a higher level of *Cd4*^+^*Cxcr6*^+^ out of the helper T cell (Th) genes (29). 

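In the Cxcr6 helper T subclass, named by Cd4, Cxcr6, Ctla4, Trac, Trbc1, Trbc2 and Il7r, the Treg marker Foxp3 had 0, 3, 1 and 0 UMIs in the control C57BL/6N, control C3H/HeN, irradiated C57BL/6N and irradiated C3H/HeN libraries, over 136, 70, 108 and 24 cells. Cells with Foxp3 had been set apart as Tregs, so its low level here follows in part from the naming. At resolution 1, without a Treg cluster, Foxp3 had a UMI in 5.57% of 503 Cxcr6 helper T cells, against 0.888% of 338 at resolution 2. Il2ra, on chromosome 2 from 11642807 to 11693193, was at 28.6, 17.2, 22.8 and 30.6 CPM in these cells and at 130, 179, 98.6 and 221 CPM in the Tregs. Ikzf2 was at 71.5, 275.4, 70.5 and 275.3 CPM in the Cxcr6 helper T cells, in each library below its level in the Tregs. In naive T cells Il2ra was at 1.19, 0, 3.70 and 0 CPM, so its level in the Cxcr6 helper T cells lay above that of a subclass without it. Cd4, on chromosome 6 from 124864692 to 124888221, was at 141, 151, 175 and 214 CPM in the Cxcr6 helper T cells and had 4 or 5 UMIs in each control library's Tregs. Cxcr6, on chromosome 9 from 123806475 to 123811760, was at 286, 142, 539 and 285.5 CPM in the Cxcr6 helper T cells.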

CXCR6 is the receptor for the C-X-X chemokine CXCL16, which is expressed in lymphoid tissues and activated T cell membranes (30). CD4 encodes a membrane glycoprotein of T lymphocytes that interacts with major histocompatibility complex class II antigens (24). Therefore, we hypothesized that this proportion of Tregs may have been *Cd4*^+^*Cxcr6*^+^ Th cells (**Figure 4B**). Finally, we reclustered the T and NK cells into five subtypes: *Cd8*^+^*Mki67*^+^T cells (C22A), *Cd4*^+^*Cxcr6*^+^Th cells (C22B), NK cells (C6 and C26), Tregs (C11), and naïve T cells (C9 and C14). t-SNE plotting revealed that the chemokine *Cxcr6* was abundant among the Th cells and Tregs (C22B and C11), which confirmed our assumption (**Figures 4A, B**).

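Proliferating Cd8 T cells made up 3.29% ± 1.05 (SD, n = 2) of the T and NK cells before and 13.6% ± 6.31 (SD, n = 2) after irradiation, a log2 ratio of 2.06 (standard error 0.661, adjusted p = 0.0452 from edgeR). The share was higher in both strains, with log2 ratios of 2.83 in C57BL/6N and 1.18 in C3H/HeN. Left out 1 at a time, the control C57BL/6N library gave 1.80 (adjusted p = 0.0612), the irradiated C57BL/6N library 1.47 (adjusted p = 0.410) and the irradiated C3H/HeN library 2.45 (adjusted p = 0.164 from edgeR), none past the threshold. The strain as a block gave 2.03, which did not pass (adjusted p = 0.0834 from edgeR). Without the control C3H/HeN library the log2 ratio was 2.46 and passed. Cxcr6 helper T cells made up 8.31% ± 5.71 before and 18.1% ± 7.3 after irradiation (log2 ratio 1.14, standard error 0.636, adjusted p = 0.188 from edgeR), a difference that did not pass the threshold. In C57BL/6N their log2 ratio was 0.91 and in C3H/HeN it was 1.59. It was 0.58 without the control C3H/HeN library, 0.64 without the irradiated C57BL/6N library, 1.49 without the irradiated C3H/HeN library, 2.11 without the control C57BL/6N library and 2.32 without integration, and passed under none of these.

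**Figure D2:**
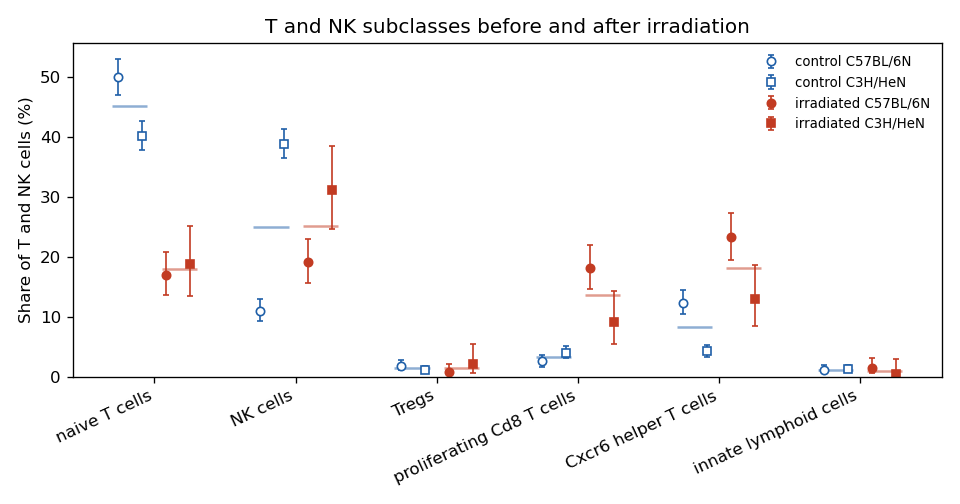
Share of each subclass in the T and NK cells of a library (%), with 95% Clopper-Pearson intervals as bars; circles are C57BL/6N, squares C3H/HeN, open symbols control libraries and filled symbols irradiated libraries, and lines are the mean of the 2 libraries of a treatment. Proliferating Cd8 T cells and Cxcr6 helper T cells lie higher in both irradiated libraries than in both control libraries, naive T cells lie lower, and the subclasses of few cells have wide intervals.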

**Figure 4:**
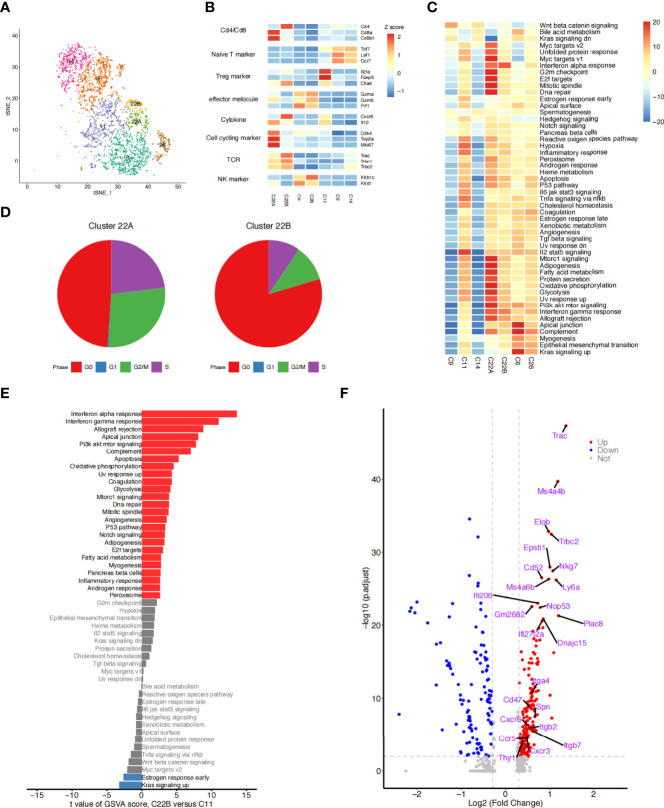
Detailed characterization of T/NK cells. **(A)** t-SNE plot of 3,617 T and NK cells, color-coded by the re-clustered cell subtypes. **(B)** Heatmap of the average expression of selected function-related marker genes in seven T and NK cell clusters. **(C)** Heatmap of the differences in pathway activities between seven clusters of T and NK cells. Data shown are t values scored per cell from a linear model between every two groups by gene set variation analysis (GSVA). **(D)** Pie plots showing the fraction of the cells in clusters C22A and C22B during the cell cycle. **(E)** Bar plots showing differences in the hallmark pathway activities of T cells of two groups: clusters C22B and C11. Data shown are t values scored per cell from a linear model between the two groups by GSVA. The red columns represent the significantly upregulated functional pathways in C22B cells compared with C11 cells (P ≤ 0.05, t > 0); the blue columns represent the downregulated functional pathways in C22B cells compared with C11 cells (P ≥ 0.05, t < 0); and the gray columns represent the functional pathways that were not significantly expressed in C22B cells compared with C11 cells (P ≥ 0.05). **(F)** Volcano diagram displaying the differentially expressed genes (T cells of C22B versus C11). Each red dot was considered a significantly upregulated gene with an adjusted P value < 0.01 and fold-change ≥ 0.3; each blue dot was considered a significantly downregulated gene with an adjusted P value < 0.01 and fold-change ≤ -0.3; and the grey dots were considered insignificant genes (*P* value > 0.01 and -0.3 < logFC < 0.3). The first 15 genes that were significantly upregulated and the 9 receptor genes that were previously screened are labeled.

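As a share of all cells of a library, proliferating Cd8 T cells went from 0.714% to 1.70% in C57BL/6N (28 of 3924 to 84 of 4944 cells) and from 1.37% to 0.352% in C3H/HeN (66 of 4808 to 17 of 4824 cells). Cxcr6 helper T cells went from 3.47% to 2.18% in C57BL/6N and from 1.46% to 0.498% in C3H/HeN. A higher share among the T and NK cells was thus not a higher share of all cells for the Cxcr6 helper T cells in either strain, nor for the proliferating cells in C3H/HeN. Naive T cells fell from 14.0% to 1.60% and from 13.7% to 0.726% of all cells in C57BL/6N and C3H/HeN.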

Given that the cells of clusters C22A and C22B were enriched after irradiation (**Figure 4A**), we speculated that these cells may have been recruited by other cytokines. We conducted immunofluorescence experiments to identify whether cells with high expressions of *Cd8*, *Mki67*, *Cd4*, *Ctla4*, and *Cxcr6* could be induced by irradiation. The immunofluorescence data confirmed the existence of this subset of T cells by the co-expression of *Cd8* and *Mki67*. Moreover, *Cd8*^+^*Mki67*^+^ T cells were scattered in the lungs on day 1 post irradiation, but only a few were found in the lungs of the control mice. There was no significant difference between the C57BL/6N and C3H/HeN mice (**Figure 5B**). The existence of this subset of T cells by the co-expression of *Cd4* and *Cxcr6* was also confirmed by immunofluorescence. Moreover, there were more *Cd4*^+^*Cxcr6*^+^ Th cells in the lungs of the irradiated mice, but only a few were found in the lungs of the control mice. There was no significant difference between C57BL/6N and C3H/HeN mice. Interestingly, *Cd4*^+^*Cxcr6*^+^ Th cells were specifically enriched in the blood vessels, suggesting that these activated T cells were recruited from the blood vessels to the lungs after irradiation (**Figure 5A**). After assessing additional samples by immunofluorescence, we further validated the aforementioned speculations. We concluded that the T cells of clusters C22A and C22B had been recruited after irradiation and that the *Cd4*^+^*Cxcr6*^+^ Th cells had been recruited from blood vessels to the lungs.

**Figure 5:**
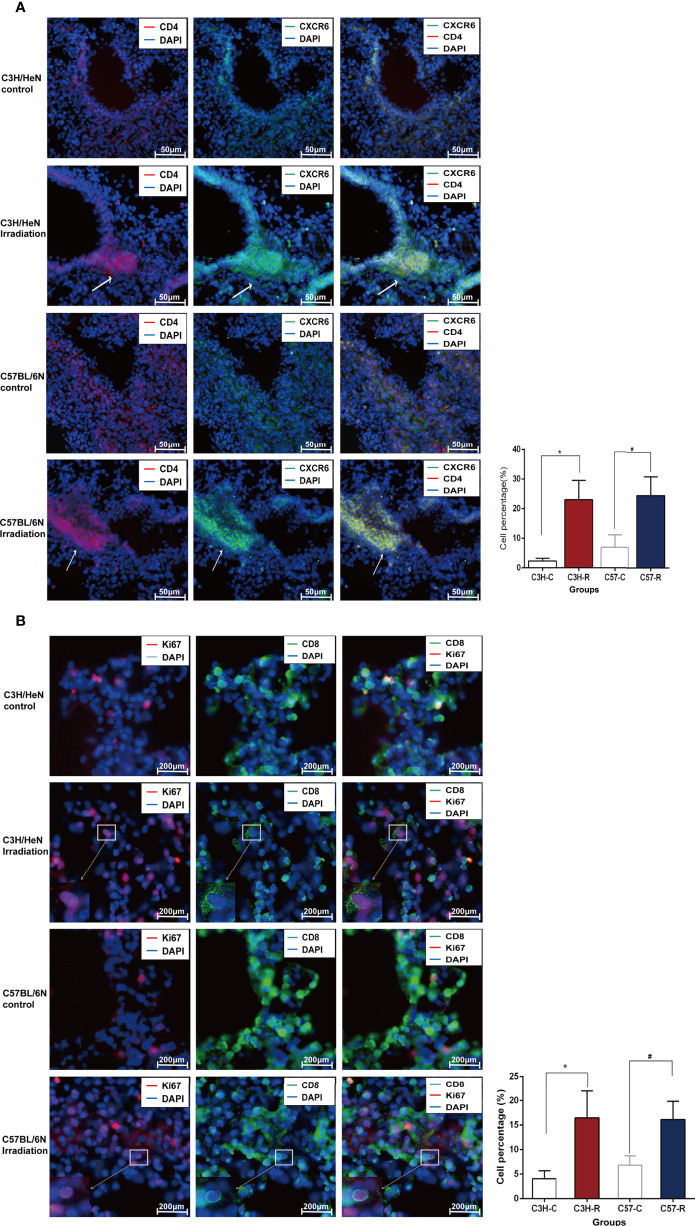
Immunofluorescence data confirmed the existence of the subset of T cells after radiation. **(A)** Immunofluorescence staining diagrams of genes Cd4 and Cxcr6 in lung tissue before and after radiation. **(B)** Immunofluorescence staining diagrams of genes Cd8 and Mki67 in lung tissue before and after radiation.

### Analysis of the Difference Between Two T Cell Subtypes in the Cell Microenvironment of Acute RILI

We compared the pathway activity levels of T and NK cell subsets, focusing on the cell cycle phase between clusters 22A and 22B (**Figures 4C, D**). The GSVA results were consistent with the cell cycle analysis in which C22A cells expressed higher levels of G2/M checkpoint and DNA repair pathways than C22B cells. The proportion of C22A cells at the G2/M and S stages was also significantly higher than that of C22B cells. 

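At 1000 UMIs per cell, 53.2% of the 94 control and 51.5% of the 101 irradiated proliferating Cd8 T cells were called S, and 45.7% and 48.5% were called G2/M. Of the 206 control and 132 irradiated Cxcr6 helper T cells, 35.0% and 47.7% were called S and 43.2% and 31.1% G2/M. Within the strains, S went from 33.1% to 51.9% in C57BL/6N and from 38.6% to 29.2% in C3H/HeN. G2/M went from 52.2% to 31.5% and from 25.7% to 29.2%. These opposite directions are not shown to be a difference of the strains. The other gene symbols of the control C57BL/6N library may have shifted its calls, which was not tested. The pooled shares also mix the strains in other proportions, with 136 and 70 control and 108 and 24 irradiated cells of C57BL/6N and C3H/HeN. Mki67 or Top2a had a UMI in 28.7% (95% Clopper-Pearson interval 19.9 to 39.0) of the control and 37.6% (28.2 to 47.8) of the irradiated proliferating cells. In the Cxcr6 helper T cells the shares were 3.88% (1.69 to 7.51) and 2.27% (0.471 to 6.5). At the same depth the naive T cells had 0.580% before and 2.63% (0.546 to 7.50) after irradiation. All helper T cells with such a UMI were of C57BL/6N, 8 of 136 control and 3 of 108 irradiated cells. In C3H/HeN they were 0 of 70 and 0 of 24. The naive T cells had 37.7% of their control cells called S and 35.9% called G2/M, so a high share of these calls is not in itself cycling. Mki67 and Top2a belong to the genes that named the proliferating subclass, and the intervals take cells, not libraries, as the unit.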

As previously reported (31), irradiation-induced cell cycle checkpoint signaling pathways facilitate cell cycle stagnation, which boosts cell survival in response to irradiation.

Although the cells in clusters C22B and C11 expressed the classical marker genes (*Il2ra*, *Foxp3*, *Ctla4*, and *Ikzf2*) of Tregs highly, the Th cells in cluster C22B were specifically enriched after irradiation. In contrast, the Tregs in cluster C11 were enriched before irradiation (**Figure 4B**). Therefore, we aimed to identify the inter-individual differences between the two groups of cells by researching the functional pathways and gene levels.

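Ctla4 was at 205 and 159 CPM in the Cxcr6 helper T cells of the control C57BL/6N and C3H/HeN libraries, and at 173 and 143 CPM in those of the irradiated libraries. In the Tregs it was at 661 and 359 CPM before and at 444 and 608 CPM after irradiation, higher in each library. Ctla4 was used to name both subclasses.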

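Tregs were 1.49% ± 0.464 (SD, n = 2) of the T and NK cells before and 1.51% ± 0.912 (SD, n = 2) after irradiation, a log2 ratio of -0.14 (standard error 0.826, adjusted p = 1.00 from edgeR). Without the control C57BL/6N library the log2 ratio was 0.15, and without the irradiated C57BL/6N library it was 0.54, so its direction depended on single libraries. Without integration of the libraries it was 0.80. As a share of all cells they fell from 0.510% to 0.0809% in C57BL/6N and from 0.395% to 0.0829% in C3H/HeN. With 4 Tregs in each irradiated library, a change within the T and NK cells was not detectable at this depth.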

Follow-up GSVA results showed that pathways were significantly up/downregulated in the whole cells of cluster C22B compared with those of C11. Interestingly, a large number of pathways were consistently upregulated in C22B (**Figure 4E**), including the interferon-α and interferon-γ response signaling pathways. It has long been recognized that interferons (32, 33) not only play pivotal roles in the DNA damage-induced inflammatory response among irradiated cells, but are also necessary parts of the innate cytokine response to viral infection; indeed, they have many other important functions in the immune system. We also analyzed the genes that were significantly upregulated in cluster C22B compared with those in C11, including various chemokines and integrins, such as *Cxcr6*, *Cxcr3*, *Itga4*, and *Itgb2* (**Figure 4F**). 

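Cxcr6 helper T cells and Tregs were compared within the 2 control libraries, with the library as a block, since each irradiated library held fewer than 10 Tregs. Of 2326 genes tested, 102 passed the threshold, 23 higher and 79 lower in the Cxcr6 helper T cells. The control C57BL/6N library gave 136 Cxcr6 helper T cells and 20 Tregs, and the control C3H/HeN library 70 and 19. Cxcr6 was higher by a log2 fold change of 1.32 (standard error 0.387, adjusted p = 0.0222 from edgeR, 0.00512 adjusted over the list alone). It was higher in both libraries, where the Tregs had 14 and 0 UMIs of it, and it also named the subclass. In the irradiated libraries, which were not tested and held few Tregs, Cxcr6 was higher in the Tregs than in the Cxcr6 helper T cells. Cxcr3, on chromosome X from 101731535 to 101734269, had a log2 fold change of 0.53 (standard error 0.372, adjusted p = 0.568 from edgeR). Itga4 had 0.46 and Itgb2 0.16, neither past the threshold.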

Based on the results, we suspected that the reason for the enrichment of C22B cells after irradiation may have been that radiation-induced interactions between ligands in other cells and highly expressed receptors (such as chemokine *Cxcr6*) in *Cd4*^+^*Cxcr6*^+^Th cells, which are recruited to inflammatory sites and play a role in suppressing inflammation.

### Intercellular Communication in the Cell Microenvironment of Acute RILI

In the cellular microenvironment, all types of cells obtain regulatory signals from upstream pathways, then quickly transmit signals and induce other cells to participate in the process. This forms complex intercellular communication networks (34–36). Different cells interact with each other through a variety of molecular forms, such as receptors, ligands, ions, integrins, junction proteins, and extracellular matrix proteins. Ligands such as chemokines, cytokines, hormones, growth factors, and neurotransmitters can mediate intercellular communication, or cell-cell communication (37).

Previous studies have reported that Tregs express a repertoire of inflammatory chemokine receptors (e.g., CCR2 and CXCR6) and cytokines (e.g., FOXP3 and CTLA4), suggesting that these cytokines may mediate the recruitment of Tregs at inflammatory sites by binding to their receptors on the Tregs (38). We hypothesized that the irradiation-induced inflammatory responses of stromal cells, such as endothelial cells, lead to the recruitment of *Cd4^+^Cxcr6^+^* Th cells. We investigated the origin of this group of cells and assessed the role of L-R pairs in mediating cellular interactions among clusters.

By comparing the changes in the differentially expressed genes and L-R pairs before and after irradiation, we constructed intercellular communication networks in post-irradiation lung tissue. When visualized through the Circos figure, we found 626 upregulated L-R interactions among all cell types. A large number of interactions between T or NK cells and monocytes were further observed (**Figure 6A**).

**Figure 6:**
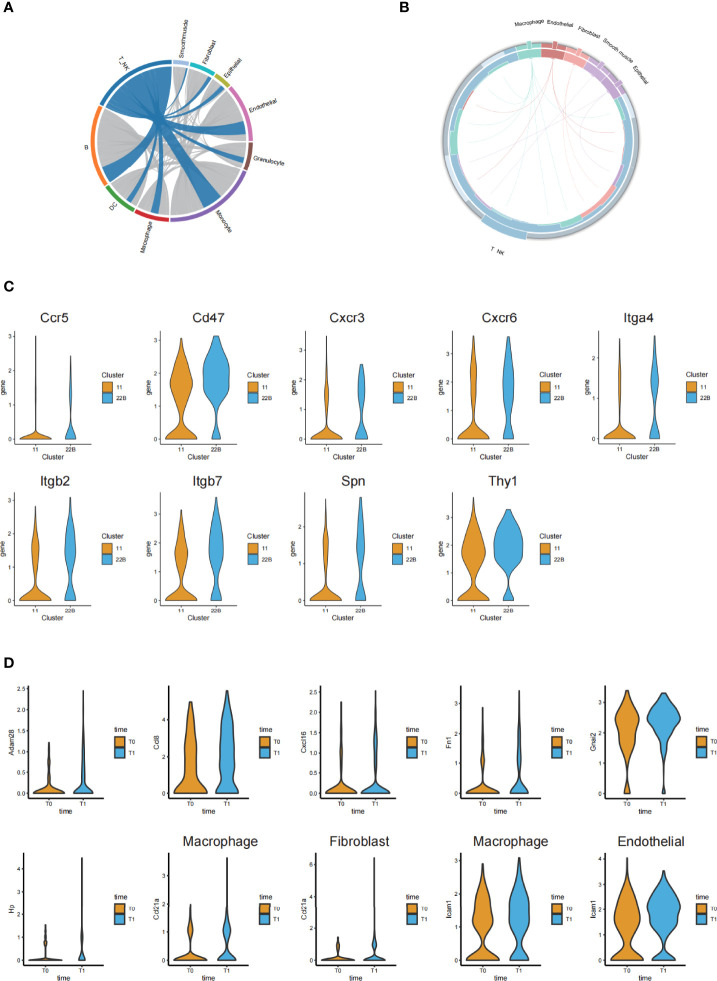
Ligand-receptor-based interaction between immune cells and stromal cells. **(A)** Circos diagram of the weighted numbers of ligand-receptor interaction pairs between paired interactions of the upregulated genes in different cell types (post-irradiation versus pre-irradiation). **(B)** Circos diagram showing the 17 upregulated ligand-receptor interactions between the T or NK cells and stromal cells. **(C)** Violin plots showing the significantly upregulated receptor genes from the cluster C22B and C11 of T cells. **(D)** Violin plots of the corresponding and significantly upregulated ligand genes from other cells after irradiation.

Although cellular interaction patterns varied greatly among the cell types, we focused on the clusters of T cells; in particular, we screened out the receptor genes with significantly upregulated and higher expression in cluster C22B than in C11 (**Figure 6C**). We found that C22B cells expressed nine receptors (including Ccr5, Cxcr3, Cxcr6, Itga4, Cd47, Itgb2, Itgb7, Spn and Thy1).

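Of the 8 receptor genes tested, 7 were higher in the Cxcr6 helper T cells than in the Tregs. Thy1 had a log2 fold change of 0.60 (adjusted p = 0.197 from edgeR), Spn 0.28, Cd47 0.13 and Itgb7 -0.49. Cxcr6 was the 1 receptor past the threshold, in a fit with 1 residual degree of freedom. Without the block for the library its log2 fold change was 1.315 with a standard error of 1.128. Without the block for the library 0 of the 8 passed in edgeR (130 of all genes at an unadjusted p under 0.05), and 0 of the 4 that could be tested passed with every cell thinned to at most 1000 UMIs, where Cxcr6 was not among the 4. DESeq2 was not run on this comparison. With no filter on low counts, Cxcr6 passed over all genes, and Thy1 with it when adjusted over the list alone (adjusted p = 0.00335 from edgeR).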

To analyze the cells that had L-R pairs that were significantly related to T and NK cells, we concentrated on the corresponding and significantly upregulated ligand genes of other cells (macrophages, fibroblasts, endothelial cells, epithelial cells, and smooth muscle cells) paired with the nine C22B-expressed receptors after irradiation (**Figure 6D**). We found that epithelial cells (cluster C16) expressed the significantly upregulated ligand Adam28, which was paired with the receptor Itga4 in T and NK cells. 

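Adam28, on chromosome 14 from 68606027 to 68655842, encodes a membrane metalloproteinase. In epithelial cells it was at 21.4 and 10.1 CPM in the control C57BL/6N and C3H/HeN libraries (53 and 7 UMIs), and at 54.6 and 20.9 CPM in the irradiated ones (274 and 56 UMIs). The log2 fold change was 1.18 (standard error 0.602, adjusted p = 1.00 over all genes and 0.214 adjusted over the list alone, from edgeR). With 1 library left out it ran from 0.34 without the irradiated to 1.91 without the control C57BL/6N library. In the 12 pairs of a ligand gene and a cell type tested, 0 passed the threshold over all genes in edgeR, with 4 at an unadjusted p under 0.05 (Ccl21a in each of its 4 types), and DESeq2 called 0. The cell types here are wider than the clusters that the study names.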

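Ccl8, on chromosome 11 from 82115185 to 82116799, encodes a chemokine. In interstitial macrophages it was at 333 and 1046 CPM in the control C57BL/6N and C3H/HeN libraries and at 1469 and 2019.6 CPM in the irradiated ones (log2 fold change 1.34, standard error 0.567, adjusted p = 0.872 from edgeR). Both strains rose, by log2 ratios of 2.14 and 0.95. Without the control C3H/HeN library the log2 fold change was 2.38 and passed the threshold (adjusted p = 5.5e-06 from edgeR). Without any other library it did not pass, and it was lowest, at 0.73, without the control C57BL/6N library. In alveolar macrophages Ccl8 was at 1.24 to 14.1 CPM.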

Macrophages (cluster C13) expressed the significantly upregulated ligand Ccl8, which was paired with the receptor Ccr5 in T and NK cells. Endothelial cells (cluster C4) expressed the significantly upregulated ligand Cxcl16, which was paired with the receptor Cxcr6 in T and NK cells. 

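Cxcl16, on chromosome 11 from 70453983 to 70459984, was at 57.2 and 41.8 CPM in the endothelial cells of the control C57BL/6N and C3H/HeN libraries (74 and 54 UMIs), and at 67.3 and 61.2 CPM in those of the irradiated libraries (262 and 168 UMIs). Its log2 fold change was 0.38 (standard error 0.224, adjusted p = 0.974 over all genes and 0.277 adjusted over the list alone, from edgeR), with the same direction in both strains. With 1 library left out it ran from 0.17 without the control C3H/HeN to 0.63 without the control C57BL/6N library.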

Macrophages (cluster C5) expressed the significantly upregulated ligand Fn1, which was paired with receptors Itgb7 and Itga4 in T and NK cells. 

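Fn1, on chromosome 1 from 71585520 to 71653200, encodes fibronectin. In macrophages it rose from 213 to 276 CPM in C57BL/6N and fell from 155 to 62.0 CPM in C3H/HeN, so the strains changed in opposite directions. In alveolar macrophages alone, the subclass that the paper assigns to C5, it went from 207 to 328 CPM in C57BL/6N and from 46.8 to 49.7 CPM in C3H/HeN (log2 fold change 0.58, standard error 1.12, adjusted p = 0.999 from edgeR), and in interstitial macrophages from 249 to 81.4 CPM and from 871 to 136 CPM. In all macrophages the log2 fold change over both was -0.13 (standard error 0.731, adjusted p = 0.999 from edgeR). It was 0.12 without the control C57BL/6N library, -0.36 without the control C3H/HeN library, -1.57 without the irradiated C57BL/6N library and 0.58 without the irradiated C3H/HeN library. When cells were clustered with all genes it was 0.51.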

The endothelial cells (clusters C4 and C17) expressed the significantly upregulated ligand Gnai2, which was paired with receptor Ccr5 in T and NK cells. 

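Gnai2, on chromosome 9 from 107614125 to 107635367, encodes a G protein subunit and was abundant in endothelial cells, at 1156 and 1207 CPM in the control C57BL/6N and C3H/HeN libraries and at 1392 and 1228 CPM in the irradiated ones. The log2 fold change was 0.15 (standard error 0.148, adjusted p = 0.974 from edgeR), a change within the spread between libraries.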

The macrophages in clusters C5 and C25 expressed the significantly upregulated ligand Hp, which was paired with receptor Itgb2 in T and NK cells. 

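Hp, on chromosome 8 from 109575128 to 109579172, encodes haptoglobin. In macrophages it fell from 80.0 to 56.5 CPM in C57BL/6N and rose from 36.7 to 73.8 CPM in C3H/HeN (log2 fold change over both 0.16, standard error 0.423, adjusted p = 0.999 from edgeR). Its level in epithelial cells was 3347 and 3442 CPM in the control and 2655 and 4453 CPM in the irradiated C57BL/6N and C3H/HeN libraries, with the same directions, so free RNA from epithelial cells remains open as a source of the macrophage values. The log2 fold change in macrophages was -0.31 without the control C3H/HeN library and -0.05 without the irradiated C3H/HeN library.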

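Ccl21a, on chromosome 4 from 42772860 to 42773993, encodes a chemokine of the lymphatic endothelium. In the endothelial cells it was at 4477 and 14058 CPM in the control and at 6026 and 12632 CPM in the irradiated C57BL/6N and C3H/HeN libraries. In macrophages it was at 34.1 and 54.8 CPM before and 70.8 and 108 CPM after irradiation, and in fibroblasts at 27.0 and 30.3 CPM before and 46.1 and 79.7 CPM after it. In smooth muscle cells it was at 27.4 and 36.3 CPM before and 51.4 and 66.1 CPM after it, and in epithelial cells at 33.6 and 39.1 CPM before and 56.4 and 95.3 CPM after it. The log2 fold changes were 1.00 (standard error 0.343), 1.13 (0.341), 0.86 (0.284) and 1.07 (0.350) in these types, with adjusted p = 0.999, 1.00, 1.00 and 1.00 over all genes from edgeR. Adjusted over the list alone they were 0.116, 0.110, 0.110 and 0.110. With 1 library left out, the log2 fold change ran from 0.666 to 1.385 in macrophages and from 0.694 to 1.48 in fibroblasts. It ran from 0.695 to 1.107 in smooth muscle cells and from 0.638 to 1.399 in epithelial cells. Levels this alike in unrelated cell types, far below those of endothelial cells, are what free RNA in the droplets would give, and a rise in the expression of the cells was not separated from it.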

The macrophages in clusters C2, C5, and C25, fibroblasts in clusters C7 and C8, smooth muscle cells in cluster C20, and epithelial cells in cluster C29 were all rich in the ligand Ccl21a, which was paired with the receptor Cxcr3 in T and NK cells. Both macrophages in cluster C5 and endothelial cells in cluster C4 expressed the significantly upregulated ligand Icam1, which was paired with receptors Itgb2 and Spn in T and NK cells. 

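Icam1, on chromosome 9 from 21015985 to 21028817, encodes an adhesion molecule. In macrophages it was at 242 and 217 CPM in the control C57BL/6N and C3H/HeN libraries and at 254 and 298 CPM in the irradiated ones (log2 fold change 0.27, standard error 0.173, adjusted p = 0.999 from edgeR). In endothelial cells it fell from 683 to 613 CPM in C57BL/6N and rose from 438 to 605 CPM in C3H/HeN (log2 fold change over both 0.12, standard error 0.254, adjusted p = 0.986 from edgeR). The endothelial value was -0.17 without the control C3H/HeN library, so its direction rested on that library.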

We hypothesized that these L-R pairs, which were significantly related to T and NK cells, may be closely related to acute lung injury.

Further investigation of 17 upregulated L-R interactions between the T and NK cells and other cells provided relevant evidence for our supposition (**Figure 6B**). The results of the intercellular communication networks suggested that there was a close relationship between the T and NK cell and endothelial cell subpopulations, which was consistent with the results of the immunofluorescence assay.

Together with previous studies (39), our analytical and experimental results indicated that activated endothelial cells expressed high levels of adhesion molecules such as Cxcl16, the Cxcr6 ligand, to recruit pro-inflammatory T cells to inflammatory sites. 

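Among the cell types with Cxcl16 counts in every library, its level was highest in DCs, at 541 to 716 CPM over the 4 libraries. In interstitial macrophages it was at 187 to 536 CPM, and in neither type did it rise in both strains. Endothelial cells had no more than 67.3 CPM of it in any library. From its analytical and experimental results and earlier studies, the paper concludes that activated endothelial cells expressed high levels of adhesion molecules such as Cxcl16 to recruit pro-inflammatory T cells to inflammatory sites.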

We also found two groups of T cell subpopulations (*Cd8*^+^*Mki67*^+^T cells and *Cd4*^+^*Cxcr6*^+^Th cells) that were enriched after irradiation and found that *Cd4*^+^*Cxcr6*^+^Th cells may be recruited to inflammatory sites due to the corresponding ligand (Cxcl16) secreted by endothelial cells. This could play a role in inhibiting inflammation.

## Discussion

RILI comprises all pulmonary toxicities and presents two main phases of the radiation response: acute radiation pneumonia and chronic radiation pulmonary fibrosis (40). It is unclear how changes in the cellular microenvironment and intercellular interactions affect the process of acute lung injury. Here, we combined single-cell transcriptome, gene set difference, cell cycle, and cell-cell interaction analyses to demonstrate the changes of the cellular microenvironment at the initial stage post irradiation

Radiation induces cell death through direct cytotoxicity. Cell sensitivity to radiation varies greatly under many conditions, such as cell type, degree of cell differentiation, proliferation ability, metabolic status, and the influence of the surrounding environment (41, 42). Generally, immune cells, such as lymphocytes, are considered radiosensitive cell types, which are composed of a variety of cell subtypes with biologically distinct properties. Consistent with previous studies (43), our data showed that immune cells were more sensitive to radiation than stromal cells; the activity of cell division increased; and the sensitivity of cells post-radiation decreased. In addition, by using single-cell sequencing technology, we not only developed a systematic map of the heterogeneity of the evolutionary lung microenvironment *in vivo* in both healthy and post-radiation states, but also revealed the cross-cell consistency of pathway activation among various cell types.

A large degree of variation in the radiosensitivity of different immune cell subtypes was found. For instance, some subtypes were sensitive, while other subtypes were insensitive (subsets C22 and C26 of T and NK cells, subset C24 of DC cells, respectively). When comparing the differentially expressed genes, we focused on the C22 cluster of T cells and reclustered them into two subtypes: C22A, the proliferated *CD8^+^Mki67*^+^T cells, and C22B, the *Cd4*^+^*Cxcr6*^+^Th cells. To corroborate these profiles, we considered it necessary to perform an immunofluorescence assay to verify that the aforementioned genes were enriched in the lung after radiation.

Next, we followed cues from an immunotherapy study (30) by Mee Sun Yoon et al., who demonstrated that cells expressing a soluble CXCL16 ligand could induce the immune cell expression of the CXCR6 receptor (*CD8*^+^ T cells, *CD4*^+^ T cells, and NK T cells) and chemotactic recruitment to inflammatory sites. In order to study the causes and origins of the high expression of *Cxcr6* in post-irradiation T cells, we validated the interactions between cells. Cell-cell interactions (44) play a key role in studying the origin of disease through L-R communication. Therefore, based on the known ligand and receptor pairs co-expressed in any two cell types, we constructed an intercellular communication network model. A systematic analysis including the gain of potential cell-cell interactions, obtaining L-R pairs related to the T and NK cells, and observing the T and NK cells closely related to the endothelial cells after irradiation was implemented. Collectively, the results of the immunofluorescence experiments suggested that the increased population of *Cd4*^+^*Cxcr6*^+^Th cells after radiation accumulated around the blood vessels. The computational analysis and experiments showed that activated endothelial cells expressed high levels of Cxcl16 as a ligand to recruit T cells expressing receptor Cxcr6 to inflammatory sites after irradiation.

By using scRNA-seq, we obtained a single-cell transcriptional map of healthy lung tissue and RILI at the initial stage post irradiation in mice to reveal the nature of single-cell subtypes. In addition, we identified the radiosensitivity and resistance of each cell subtype after radiation from several aspects. Moreover, we discovered radioresistant cell subpopulations and performed experiments to verify the existence and origin of these cells. Finally, through intercellular communication networks, we explained why these cells were recruited by other cell subpopulations. The discovery of radiosensitive cells could protect the immune response of sensitive cells and promote the recovery of tissues and organs. The increase in the number of radiation-resistant cells may point to a reparative treatment option that could be used in the early intervention of lung injury. These findings therefore provide potential novel targets and strategies for the development of immunotherapy in treating early-stage RILI.

## Data Availability Statement

The data presented in the study are deposited in the GEO repository. https://www.ncbi.nlm.nih.go v/geo/query/acc.cgi?acc=GSE206426. Accession number: GSE206426.

## Ethics Statement

The animal experiments conducted in this study were approved by the Institutional Animal Care and Use Committee of the Laboratory Animal Center. The experiments were conducted in accordance with the National Institutes of Health Guide for the Care and Use of Laboratory Animals.

## Author Contributions

GZ, YL, and YML supervised the study. LM, YY, and HL performed experiments and analyzed data. YX, ZZ, CQ, and ZJ participated in mouse modeling and dissection. LM, YY, and HL wrote the paper. All authors contributed to the article and approved the submitted version.

## Funding

This work was funded by the General Program (NO. 31771397 and NO. 81573251) of the Natural Science Foundation of China (www.nsfc.gov.cn), the Beijing Nova Program (NO. 20180059) and the Scientific Research Project (NO. BWS21J022 and NO. AWS21J003).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

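Lung cells of 4 male mice, 1 per library, were profiled by droplet-based single-cell RNA sequencing: an unexposed C57BL/6N mouse, an unexposed C3H/HeN mouse, and a mouse of each strain on day 1 after 20 Gy. The authors deposited UMI counts per gene and cell, without normalization. Before deposition the authors had aligned each library with Cell Ranger to mm10, removed genes found in fewer than 3 cells and cells with under 500 or over 8000 genes or over 15% mitochondrial UMIs in Seurat, and merged the libraries. The table still lists 29 genes with a UMI in fewer than 3 cells, 1 of them with none. The paper's text does not name the version of the gene annotation. A further table holds natural log values, which the authors made with Seurat as the natural logarithm of 1 plus the UMIs of the gene per 10000 UMIs of the cell. Every value was computed from the UMI counts, and the natural log values were used only to check this relation and as the scale for the fold changes of Table S1. Gene positions came from the GENCODE M21 annotation of GRCm38.

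Cells were log-normalized and clustered with Seurat 5.3.0 (Matrix 1.6.5, R 4.3.3), with 2000 variable genes, canonical correlation anchors between the libraries, 30 dimensions and resolution 2. The genes entering the clustering were those with UMIs in every library. Clusters were named by cell type from marker lists, of which the first genes are the study's. A second cell type with at least 60% of the leading type's fraction of markers on left a cluster unnamed, as did more markers of another type among its 10 leading genes. T and NK cells were clustered again alone, and their clusters were named by hand, each with at least 3 markers of its subclass on. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used for the tables, and Scrublet in scanpy 1.11.5 for doublet scores, with an assumed rate of 0.8% per 1000 cells.

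Libraries were the replicates, 2 control and 2 irradiated, with treatment as the only term. Numbers of cells per type and cluster were compared with edgeR 4.0.16 against the total cells of each library, and those per subclass against its T and NK cells. UMIs were summed per library and cell type, for types with at least 10 cells in every library, filtered by filterByExpr, normalized by TMM and compared by the quasi-likelihood test of edgeR. CPM of ligands and p53 list genes in cell types are on these TMM-scaled totals; CPM in subclasses, in the tests of free RNA, in the label check and of Top2a and Birc5 are on plain totals. The threshold was an adjusted p of 0.05 by Benjamini-Hochberg, two-sided. Log2 fold changes carry the standard error of that fit. Intervals on log2 ratios within a strain take 1.96 standard errors of the counts of cells. The p53 target list was tested with camera in limma 3.58.1 on log CPM with a prior count of 2. Cxcr6 helper T cells and Tregs were compared in the libraries with at least 10 cells of both, with the library as a block. Phases of the cell cycle were called with the Seurat gene lists, keeping genes with a UMI in at least 20 cells. The lists were not limited to genes with UMIs in every library. Correlations over clusters took 100000 permutations with seed 1.

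The libraries held between 3924 and 4944 cells, with a median of 3649 and 3523.5 UMIs per cell in the control and 4169.5 and 4689 in the irradiated C57BL/6N and C3H/HeN libraries. A count of 0 was read as up to 3 counts. Clopper-Pearson intervals at 95% cover counting error only and leave out the spread between mice. The edgeR test was tested on simulated data with 200 genes changed. It recovered 70.2% of 4-fold changes in endothelial cells, 58.1% in fibroblasts, 88.7% in smooth muscle cells and 10.6% in epithelial cells. The share of false calls among the calls was at most 8.5% over the cell types. In the comparison of genes between Cxcr6 helper T cells and Tregs, 84% of 4-fold changes were recovered.

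The comparisons, tests, marker lists, gene lists and rule for naming genes were set before the data were examined, as were most alternatives. Those alternatives left out each library in turn, took the strain as a block, DESeq2 1.42.0 in place of edgeR, upper quartile normalization, no filter on low counts, no integration, resolution 1, doublets called by Scrublet left out, genes with counts in every library only, cells thinned to 1000 UMIs, equal numbers of cells, TMM over the numbers of cells, shares within the immune or stromal cells, fry in place of camera, and other depths and measures for the cell cycle. Alternatives added later left out the cells with the highest doublet scores, clustered with all genes, added older symbols to newer ones, used a robust quasi-likelihood fit, or took the libraries of 1 strain, the immune clusters or the stromal clusters alone for the cell cycle. The limits for naming clusters, the names of the T and NK clusters and the restriction of the clustering to genes with UMIs in every library were also chosen after the data were seen.

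Named genes are those that the study names in its results on sequencing, its Table S1 as counts, the p53 target list as counts, the pairs of older and newer symbols, the label check genes, and in each cell type the 3 genes with the largest change up and down past the threshold at a mean of at least 50 CPM. The test of edgeR called 0 genes in every cell type, so the last part of the rule named none; the counts by DESeq2 and at an unadjusted p under 0.05 ranged from 0 to 79 and from 166 to 703. Cdkn1a, Bax, Ccng1, Phlda3 and Mdm2 stood for the p53 list in a test of free RNA. Top2a and Birc5 in macrophages were named after their values were seen. Hallmark and Gene Ontology gene sets, ligand and receptor networks, pseudotime and immunofluorescence were not analysed here. Unnamed and mesothelial clusters were left out of the comparisons of cell types.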

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

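The tests on the shares of NK cells, Tregs, innate lymphoid cells and proliferating Cd8 T cells, on Hp, Fn1 and Icam1, on RNA of other cell types in stromal cells in amounts that differ, and on the p53 genes in UMIs per cell, were chosen only after these results were seen.

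The share of NK cells in the T and NK cells had a log2 ratio of 0.80 after irradiation in C57BL/6N and -0.32 in C3H/HeN, that of Tregs -1.08 and 0.89, and that of innate lymphoid cells 0.35 and -1.18. The strains moved in opposite directions, and the difference was not tested, since each strain had 1 library per treatment. The counting intervals of Tregs (-2.62 to 0.46 and -0.65 to 2.43) and innate lymphoid cells (-0.97 to 1.67 and -4.07 to 1.71) held 0 in both strains, as did that of NK cells in C3H/HeN (-0.64 to 0.00) but not in C57BL/6N (0.44 to 1.16). A candidate explanation is the denominator, since the other T and NK cells fell less in C57BL/6N than in C3H/HeN. Alone, this would push the shares higher in C3H/HeN. For NK cells the other T and NK cells had log2 ratios of -1.72 and -2.97, a difference of 1.26, while NK cells as a share of all cells had -0.78 in C57BL/6N and -3.46 in C3H/HeN, a difference of 2.68 (95% counting interval 2.13 to 3.24), which argues against the denominator as the cause. For Tregs the difference of the strains in all cells was -0.40 (-2.60 to 1.79), so there the denominator cannot be told apart from a change in the subclass, because the cells are few. For innate lymphoid cells it was 3.1 (-0.09 to 6.29), against 1.55 for the other T and NK cells. Their shares moved against the direction that the denominator gives, but 1 cell in the irradiated C3H/HeN library leaves this within counting error, so there too the causes cannot be told apart. A difference in response between the strains, or between single mice, stays open and was not tested.

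Proliferating Cd8 T cells as a share of all cells had a log2 ratio of 1.25 (95% counting interval 0.64 to 1.87) in C57BL/6N and -1.96 (-2.73 to -1.19) in C3H/HeN. These opposite directions exceed counting error, but the difference was not tested. A candidate explanation is that the name covers different cells in the strains. The lowest level of the naming gene Cd8b1 in the C57BL/6N libraries was 5.52 times the highest in the C3H/HeN libraries. In the Cxcr6 helper T cells the same ratio was 5.14 and in the naive T cells 2.03. Different cells under the name therefore cannot be told apart from a level of Cd8b1 that differs between the strains in several subclasses. A response that differs between the strains or the mice stays open too.

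Fn1 in macrophages had a log2 ratio of 0.37 in C57BL/6N and -1.31 in C3H/HeN, in opposite directions, with no test of the difference. A candidate explanation is other shares of alveolar and interstitial macrophages after irradiation. Interstitial macrophages held 18.6% of the UMIs of both subclasses before and 20.6% after irradiation in C57BL/6N, and 12.9% and 13.8% in C3H/HeN. With the levels within the subclasses held at those of the control library, the shares alone gave a log2 ratio of 0.001 in C57BL/6N and 0.065 in C3H/HeN, outside the counting intervals of the change over plain totals (0.40 to 0.64 and -1.54 to -1.25), which argues against them. Within alveolar macrophages the log2 ratio was 0.66 in C57BL/6N and 0.084 in C3H/HeN, and within interstitial macrophages it was -1.60 and -2.67, so each subclass moved in 1 direction in both strains. With the shares held instead, these levels alone gave 0.54 in C57BL/6N and -1.41 in C3H/HeN, against 0.52 and -1.39 seen over plain totals, so they account for the pattern. The fall within interstitial macrophages did not pass the threshold (log2 fold change -2.36, standard error 0.653, adjusted p = 0.872 from edgeR). What moved these levels, and a difference between the strains or the mice, stay open.

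Hp in macrophages had a log2 ratio of -0.50 in C57BL/6N and 0.99 in C3H/HeN; the difference was not tested. Free RNA from epithelial cells is a candidate source, because 6 of 7 other cell types that are not epithelial moved in the same directions as macrophages. A change in the macrophages of each strain was not excluded.

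Icam1 in endothelial cells had a log2 ratio of -0.16 in C57BL/6N and 0.47 in C3H/HeN, again in opposite directions and without a test of the difference. Free RNA in the droplets would move the other cell types alike, but 2 of 8 did so, which argues against it as the cause. Differences between the strains, the mice and the makeup of the endothelial cells were not tested and may contribute.

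The p53 target list was higher after irradiation in stromal cells, which the paper's pathway comparison of radiosensitive immune clusters leaves out. The median log2 fold change was 1.76 in endothelial cells (24 of 26 genes higher), 1.06 in fibroblasts (24 of 26), 0.88 in smooth muscle cells (20 of 22) and 0.64 in epithelial cells (22 of 24). The adjusted p by camera was 3.7e-25, 3.9e-18, 3.3e-10 and 5.1e-09 in limma. By fry none of the 4 types passed (adjusted p = 0.0613, 0.0613, 0.116 and 0.0613), and over the alternatives of these lists the adjusted p ran from 2.5e-30 to 0.116. Free RNA shared alike by all droplets would raise these genes by the same UMIs per cell in every cell type. For Cdkn1a, Bax, Ccng1, Phlda3 and Mdm2 the highest and the lowest rise in UMIs per cell among 9 cell types lay apart beyond counting error in both strains. The ratio was lowest for Ccng1 in C57BL/6N, at 4.41, and Mdm2 has none in C57BL/6N, where it fell in epithelial cells; this argues against equal amounts. In CPM the lowest ratio was 2.82, also for Ccng1, and there equal amounts cannot be told apart from a response, because the CPM from equal amounts differ with the UMIs per cell. For amounts that differ between cell types, the share of each other type's RNA in the stromal cells after irradiation was taken from 30 genes of that type, chosen in the control libraries. At these shares the other types together bring 12.8% and 19.7% of the rise of Cdkn1a in endothelial cells of C57BL/6N and C3H/HeN, 31.2% and 35.3% in fibroblasts, and 42.3% and 50.0% in smooth muscle cells. The rise was above what they bring, beyond counting error, for 5 of 5 genes in each strain in endothelial cells, and for at least 3 of 5 in fibroblasts and in smooth muscle cells, which argues against RNA of other types as the whole cause there. In epithelial cells this held for 4 of 5 in C57BL/6N but for 2 of 5 in C3H/HeN, so there it cannot be told apart from a response of the cells, because the rises in C3H/HeN are small. A part of the rise from such RNA stays open in all 4 types. A p53 response of stromal cells to the dose stays open too, and other sources of the rise beyond such RNA were not tested.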

How the results depend on the processing

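The tests with the highest doublet scores left out, with clustering on all genes, with older symbols added to newer ones, with the robust quasi-likelihood fit, and with the correlation in 1 strain or in immune or stromal clusters alone were chosen only after the results were seen.

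Of 824 values under an alternative, 728 kept their direction and their side of the threshold, 40 fell short of a threshold they had passed, 42 passed a threshold they had missed, and 14 reversed. With 1 library left out these counts were 178, 15, 22 and 9 of 224; under the other alternatives chosen in advance, 371, 22, 20 and 4 of 417; and under those added later, 179, 3, 0 and 1 of 183. Where 1 library is left out, its arm holds a lone library, which is assumed to vary like the others. Except where a cause is named, the cause was not tested.

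The fall of B cells passed the threshold under the alternatives run except the strain block. With the strain as a block, which leaves 1 residual degree of freedom, the log2 ratio was -2.20 for monocytes, -2.36 for T and NK cells, -3.10 for B cells, 1.49 for fibroblasts and 1.61 for smooth muscle cells, and none of these passed. With 1 library left out, the log2 ratio of monocytes ran from -2.50 without the irradiated C3H/HeN library to -1.90 without the control C57BL/6N library. For T and NK cells it ran from -3.01 without the irradiated C57BL/6N library to -1.72 without the irradiated C3H/HeN library. Fibroblasts ran from 1.31 without the control C3H/HeN library to 1.66 without the control C57BL/6N library, and smooth muscle cells from 1.42 without the control C57BL/6N library to 1.80 without the control C3H/HeN library. Endothelial cells ran from 0.64 without the irradiated C57BL/6N to 1.29 without the irradiated C3H/HeN library, epithelial cells from 0.47 without the control C3H/HeN to 1.95 without the control C57BL/6N library, and DCs from -1.04 without the irradiated to -0.04 without the control C3H/HeN library, none past the threshold. Monocytes lost their call without either C57BL/6N library, T and NK cells without either C3H/HeN library, and fibroblasts and smooth muscle cells without any 1 library. As shares within the immune or the stromal cells, the log2 ratio was 0.03 for DCs, -0.31 for endothelial cells and -0.21 for epithelial cells, each reversed, and 0.20 for fibroblasts and 0.28 for smooth muscle cells, short of the threshold. By construction this leaves out the change between the immune and the stromal cells. Over all alternatives the adjusted p from edgeR ran from 0.00297 to 0.0979 for monocytes, from 0.00297 to 0.0799 for T and NK cells, from 0.000224 to 0.0644 for B cells, from 0.0159 to 0.633 for fibroblasts and from 0.0124 to 0.633 for smooth muscle cells. The number of clusters past the threshold went from 0 (16 at an unadjusted p under 0.05 in edgeR) to 11 with the strain block and to 1 at resolution 1.

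Within the T and NK cells, the share of proliferating Cd8 T cells had a log2 ratio of 2.03 with the strain block, 2.53 without integration, 1.40 with TMM over the numbers of cells and 2.06 with the highest doublet scores left out, and passed under none of these. With 1 library left out it ran from 1.47 without the irradiated C57BL/6N library to 2.46 without the control C3H/HeN library, and only the latter passed. Its adjusted p over all alternatives ran from 0.0392 to 0.410 in edgeR. The share of Cxcr6 helper T cells kept its direction with log2 ratios from 0.58 without the control C3H/HeN library to 2.32 without integration. With TMM the share of naive T cells had a log2 ratio of -1.90 and passed. The log2 ratio of Tregs was 0.80 without integration; with 1 library left out it ran from -0.77 without the irradiated C3H/HeN library to 0.54 without the irradiated C57BL/6N library. That of innate lymphoid cells ran from -1.14 without the irradiated C57BL/6N library to 0.32 without the irradiated C3H/HeN library. At resolution 1 no cluster was named Tregs, and without integration none was compared as naive T cells, so these gave no value.

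The number of genes changed was 0 in every cell type in edgeR, with 166 to 703 at an unadjusted p under 0.05. Except in B cells, these counts lay below the fraction of 0.05 of the genes that would pass by chance. DESeq2 called 53 in macrophages, 5 in monocytes, 20 in T and NK cells, 79 in B cells, 7 in DCs, 49 in endothelial cells, 0 in fibroblasts, 6 in smooth muscle cells and 5 in epithelial cells. With no filter on low counts, 196 were called in monocytes and 85 in DCs. Without the control C3H/HeN library the counts rose to 578, 463, 469, 359, 274, 623, 596, 291 and 327 in these types, in the order given for DESeq2; of these, 421, 180, 357, 150, 176, 374, 391, 212 and 286 were genes without a UMI in at least 1 of the 4 libraries, as listed. Of the 50 genes then called higher in all immune types, 47 were of this kind. The cause of the other calls was not tested. Without the control C57BL/6N library they were 64 in monocytes, 8 in B cells, 1 in fibroblasts, 3 in smooth muscle cells and 0 in the other types, and without either irradiated library 0 in all. Of the genes in Table S1, DESeq2 called 16, 3, 10, 5 and 5 higher in macrophages, monocytes, T and NK cells, B cells and DCs, against 0 in edgeR. With no filter 8 were called in monocytes and 10 in DCs. Leaving out 1 library gave from 0 to 16, 21, 19, 18 and 17, the highest each without the control C3H/HeN library; without the control C57BL/6N library 6 were called in monocytes and 1 in B cells.

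The p53 target list kept its direction in all 9 cell types under every alternative run. Its median with 1 library left out ran in epithelial cells from 0.45 without the irradiated to 1.09 without the control C57BL/6N library, and in B cells from 1.01 without the irradiated C3H/HeN to 1.90 without the control C57BL/6N library. Its medians do not change with fry, at 1.25 in macrophages, 0.94 in monocytes, 1.51 in B cells, 1.42 in DCs, 1.76 in endothelial cells, 1.06 in fibroblasts, 0.88 in smooth muscle cells and 0.64 in epithelial cells, but none of these types passed by fry. Unlike camera with its preset correlation, fry lets the genes be correlated as in the data.

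The number of ligand genes past the threshold was 0 of 12 in edgeR (4 at an unadjusted p under 0.05) and 0 in DESeq2, and 1, Ccl8, without the control C3H/HeN library. With 1 library left out, Adam28 in epithelial cells ran from 0.34 without the irradiated to 1.91 without the control C57BL/6N library, and Cxcl16 in endothelial cells from 0.17 without the control C3H/HeN library to 0.63 without the control C57BL/6N library. Ccl8 in interstitial macrophages ran from 0.73 without the control C57BL/6N library to 2.38 without the control C3H/HeN library, Gnai2 in endothelial cells from 0.06 without the irradiated C57BL/6N to 0.25 without the irradiated C3H/HeN library, and Icam1 in macrophages from 0.14 without the irradiated C3H/HeN to 0.38 without the irradiated C57BL/6N library. Icam1 in endothelial cells ran from -0.17 without the control C3H/HeN library to 0.49 without the control C57BL/6N library. Hp in macrophages ran from -0.31 to 0.82 without the same libraries. Fn1 in macrophages ran from -1.57 without the irradiated C57BL/6N library to 0.58 without the irradiated C3H/HeN library, and was 0.51 when clustered with all genes. The number of receptors past the threshold went from 1 to 0 without the library block and to 0 with cells thinned to 1000 UMIs, where Cxcr6 had too few counts to be tested. Receptors were not run with a library left out, since 1 library then remains and leaves no residual degrees of freedom.

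The correlation of the share of control cells with the share in S or G2/M was 0.073 with Mki67 or Top2a in place of the phases, 0.44 within immune clusters and 0.069 within stromal clusters.

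Each irradiated library held 4 Tregs, so a change in their share is measured from few cells. The test on clusters recovered 22.4% of simulated 4-fold changes, with 8.4% of its calls false, and that on genes at most 20.4% of 2-fold changes.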

Differences from the paper's values

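Values were taken to differ where they lie apart by more than the SD of the libraries or strains here and, for shares and counts, 1 is also over 1.5 times the other.

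The 42 genes that the paper reports as higher in all its radiosensitive immune cell types compare with 0 genes called higher in every immune type here by edgeR, with libraries as replicates. In single immune types edgeR called 0 genes, with 166 to 703 at an unadjusted p under 0.05, and DESeq2 called 5 to 79. Only in B cells did the unadjusted count exceed the fraction of 0.05 that would pass by chance. The paper's test took cells as replicates, and the cell types here are wider than its radiosensitive clusters and hold no granulocytes. Counted over the paper's own 42 genes, every alternative set before the data were examined differs from its count. Without the control C3H/HeN library 50 genes were called higher in all 5 types, and 10 of them are among the paper's 42; 47 of the 50 and 8 of the 10 have no UMI in at least 1 library.

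The paper reports 9 receptors upregulated in its C22B cells over its Treg cluster, against 1 receptor, Cxcr6, called here in the control libraries by edgeR. That call rests on a fit with 1 residual degree of freedom. The paper's comparison took cells as replicates and used its whole clusters, irradiated cells included. The count was 0 without the library block and 1 with no filter on low counts, both of which differ. With cells thinned to 1000 UMIs it was 0 and differs as well, but Cxcr6 had too few counts to be tested there. With no filter, Thy1 also passed when adjusted over the list alone.

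Monocytes made up 1.65% of the irradiated cells here, against the paper's value of about 2.9% in Fig. 1D, read by eye. Without the irradiated C57BL/6N library the share was 1.97%, which does not differ by the criterion used. It was 1.64% at resolution 1, 1.59% without integration, 1.66% without the doublets called by Scrublet and 1.34% without the irradiated C3H/HeN library, all of which differ.

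For genes higher in 1 immune type alone, the paper's counts in Fig. 3G, read by eye, are about 1800 in T and NK cells, about 450 in B cells, about 300 in DCs, about 260 in macrophages and about 1100 in monocytes. The edgeR count here was 0 in each, with 454, 703, 233, 495 and 166 genes at an unadjusted p under 0.05. Of these unadjusted counts, only that of B cells exceeds what would pass by chance. DESeq2 gave 4, 50, 1, 16 and 3. Without the control C3H/HeN library edgeR gave 29, 108, 22, 80 and 74, and without the control C57BL/6N library 5 in B cells and 50 in monocytes. With no filter on low counts it gave 23 in DCs and 25 in monocytes. All alternatives set before the data were examined differ from the paper's counts. Cells were the replicates of the paper's test and libraries those here, and the groups here are wider.

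The median natural log fold change of the genes in Table S1, computed over cells on the scale of the paper's table, was 0.177 in monocytes against the paper's 0.386, 0.158 in T and NK cells against the paper's 0.294, 0.184 in B cells against the paper's 0.232, and 0.175 in DCs against the paper's 0.266. In macrophages it was 0.246 against the paper's 0.193, above it, and less than the SD of the strains apart. Over the alternatives it ran from 0.107 without the control C57BL/6N library, below the paper's value, to 0.269 without the control C3H/HeN library. Over the 31 genes of the list with counts in every library the medians were 0.12 in monocytes, 0.145 in T and NK cells, 0.153 in B cells, 0.158 in DCs and 0.176 in macrophages. The paper's values come from radiosensitive clusters and those here from whole cell types. Of the alternatives set before the data were examined, 2 do not differ in B cells: 0.20 without the irradiated C57BL/6N library and 0.207 without the control C3H/HeN library. The value of B cells differs without the control C57BL/6N library (0.102), without the irradiated C3H/HeN library (0.150), without integration (0.187) and without the doublets called by Scrublet (0.184). In monocytes, T and NK cells and DCs every alternative run differs, with values from 0.0949 to 0.179, from 0.115 to 0.203 and from 0.136 to 0.183.

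The paper names macrophages among the highly radiosensitive cells. Their share of all cells rose after irradiation in the paper, as here, and 5 of their 6 clusters here had a higher share after it. It describes the fall of most immune subtypes as significant. Here 13 of 20 immune clusters had a negative log2 ratio in edgeR, but edgeR called 0 of 44 clusters (16 at an unadjusted p under 0.05; DESeq2 was not run), and 11 with the strain as a block.

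The paper describes similar proportions of the cell types in the strains. In the control libraries T and NK cells made up 28.1% in C57BL/6N and 34.1% in C3H/HeN, B cells 10.4% and 5.97%, and epithelial cells 3.90% and 1.39%, with counting intervals that do not overlap.

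For the S phase, the paper describes T, NK and B cells and DCs as abundant. In the control cells here, thinned to 1000 UMIs each, 42.8% of T and NK cells, 37.5% of B cells and 21.5% of DCs were called S, against 42.3% of smooth muscle cells, 37.2% of endothelial cells, 30.1% of fibroblasts and 15.0% of epithelial cells. Without thinning, T and NK cells (47.3%) and B cells (42.0%) did lie above smooth muscle cells (30.5%), endothelial cells (27.7%), fibroblasts (20.3%) and epithelial cells (11.4%), while DCs (23.7%) lay above the fibroblasts and epithelial cells only. The paper links active division to a lower radiosensitivity. Its own correlation, negative between the share of unirradiated cells and the share in G0, has the direction found here. Clusters with more cells in S or G2/M had a larger share of control cells (r = 0.55), that is, fewer cells after irradiation. What differs is the paper's reading of that direction. With Mki67 or Top2a in place of the phases r was 0.073, and within stromal clusters it was 0.069, so the phases alone give this direction and do not show division.

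In its C22B cells the paper describes high levels of the Treg genes. The Cxcr6 helper T cells here are not those cells, and cells with Foxp3 were set apart from them as Tregs. Low Foxp3 here therefore follows in part from the naming. At resolution 1, where no cluster was named Tregs, Foxp3 had a UMI in 5.57% of the Cxcr6 helper T cells, against 0.888% at resolution 2. In the Cxcr6 helper T cells here Foxp3 had 0, 3, 1 and 0 UMIs in the control C57BL/6N, control C3H/HeN, irradiated C57BL/6N and irradiated C3H/HeN libraries, and Ikzf2 was at 70.5 to 275.4 CPM against 791 to 1631 CPM in the Tregs. The paper describes these helper T cells as enriched after irradiation and the Tregs as enriched before it. As a share of all cells both fell here, with log2 ratios of -0.67 and -1.55 for the helper T cells and -2.66 and -2.25 for the Tregs in C57BL/6N and C3H/HeN. Within the T and NK cells the share of the helper T cells rose and that of Tregs was 1.49% before and 1.51% after irradiation.

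The cluster with high Cd8b1 in the paper is its C22. In the proliferating Cd8 T cells of C3H/HeN, Cd8b1 was at 84.9 and 18.4 CPM before and after irradiation, below the 137 and 167 CPM of the naive T cells. Of the paper's receptors that it gives as higher in C22B cells, 7 of 8 tested were higher here, and Itgb7 was lower with a log2 fold change of -0.49.

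The paper gives its ligands as significantly upregulated. Of 12 pairs of a ligand and a cell type, 11 were higher here. Fn1 was lower in all macrophages (log2 fold change -0.13), a wider group than the paper's cluster, which is of alveolar macrophages; in alveolar macrophages it was higher (0.58). By edgeR 0 of the 12 passed (4 at an unadjusted p under 0.05), as by DESeq2; Ccl8 passed without the control C3H/HeN library. The paper states that endothelial cells expressed high levels of Cxcl16, which was at 41.8 to 67.3 CPM there and at 541 to 716 CPM in DCs.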

Other observations

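The tests of stromal RNA in amounts that differ between cell types were chosen only after the result was seen, as were the addition of older symbols to newer ones and the measure in UMIs per cell, and those of which symbols are at 0 and of free RNA in equal amounts were not.

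Of the 42 genes in Table S1, Selenow, Selenok, Selenop, Selenos, Selenom, Elob, Sem1, Cops9, Cavin3 and Map3k20 carry newer symbols. All 10 were listed at 0 in the control C57BL/6N library alone, and their older symbols (Sepw1, Selk, Sepp1, Vimp, Selm, Tceb2, Shfm1, Myeov2, Prkcdbp and Zak) had UMIs in that library alone. This is what an annotation that names genes differently in that library would give, and it is a candidate cause of at least part of the rise of these genes. Ftl1-ps1 of the list was also at 0 in that library alone, without a pair among the symbols compared. Over the whole table, 569 genes with at least 50 UMIs were at 0 in that library alone, against 16 to 68 in each of the others. With older symbols added to newer ones, the medians of these genes moved toward 0 in all 5 immune types, the least in B cells (0.49). A response of these genes to irradiation beyond that stays open.

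The 9 genes Scgb3a2, Scgb3a1, Bpifa1, Mgp, Sparc, Igfbp7, Dcn, Cldn5 and Ccl21a of Table S1 are abundant in stromal or epithelial cells. They were higher after irradiation in 9 of 9 cases in macrophages, monocytes, T and NK cells and DCs, and in 7 of 9 in B cells. Free RNA in equal amounts in all droplets would raise them by the same UMIs per cell. Summed over the genes, the rise in UMIs per cell ran from 1.49 in macrophages to 4.71 in monocytes in C57BL/6N, and from 4.02 in monocytes to 6.68 in T and NK cells in C3H/HeN, with counting intervals that do not overlap. The higher rise was at least 1.66 times the lower one, which argues against equal amounts.

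Stromal and epithelial RNA in amounts that differ between cell types, from free RNA or attached cells, may explain the rise. Of 50 other stromal genes, chosen from the control libraries alone by a level in stromal cells at least 20 times that in immune cells, 46 were higher in macrophages, 41 in monocytes, 46 in T and NK cells and 46 in DCs, which is what this explanation needs. In UMIs per cell these counts were 44, 42, 49 and 41, but within C57BL/6N alone 25 in macrophages and 24 in DCs. In B cells 27 of 50 were higher in CPM and 47 in UMIs per cell. The UMIs of all genes per B cell rose too, from 2865 to 10680 in C57BL/6N and from 4198 to 6467 in C3H/HeN. In B cells this explanation therefore cannot be told apart from a larger yield of RNA per cell, whose cause was not tested. The makeup of the B cells also changed. Of their 2 clusters, 1 went from 9 of 410 to 25 of 36 cells in C57BL/6N and from 32 of 287 to 19 of 55 in C3H/HeN. Expression of these genes by the immune cells themselves after irradiation stays open.

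Scrublet called 92 of 18500 cells doublets (0.497%), of which 77 were in the irradiated C57BL/6N library. At the assumed rate by number of cells, 690 cells (3.73%) were left out. No direction of a cell type's share changed in either case.

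The labels were checked with genes of the sex chromosomes and by strain. Each library had 3 to 7 UMIs of Xist, 95.1 to 112 CPM of Ddx3y and 44.9 to 59.7 CPM of Eif2s3y, as for male mice. The log2 ratio of the strains in the control libraries correlated with that in the irradiated libraries in each cell type, from 0.098 in B cells to 0.526 in macrophages, across genes, which are not independent replicates. H2-Ea-ps was not analysed here.

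In macrophages, proliferation genes were lower after irradiation in both strains. Top2a went from 29.9 to 9.06 CPM in C57BL/6N and from 29.5 to 7.19 CPM in C3H/HeN, and Birc5 from 35.5 to 4.08 CPM and from 28.6 to 4.30 CPM. Mki67, Cdk1, Ccnb2 and Stmn1, the rest of the proliferation list, were also lower in both strains. These values were not tested as a set, and no biological explanation was tested.

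In the Tregs of the irradiated libraries Cxcr6 was at 788 and 497 CPM in C57BL/6N and C3H/HeN, from 4 cells and 16 and 9 UMIs, above the Cxcr6 helper T cells of the same libraries. The control Tregs had it at 165 and 0 CPM.

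Of the genes in Table S1, 31 of 41 tested were higher after irradiation in endothelial cells, 37 of 42 in fibroblasts, 33 of 41 in smooth muscle cells and 41 of 42 in epithelial cells. By edgeR 0 passed over all genes in these types (475, 297, 320 and 366 of all genes at an unadjusted p under 0.05, and 49, 0, 6 and 5 of all genes called by DESeq2). These unadjusted counts lie below the fraction of 0.05 of the genes that would pass by chance. Adjusted over the list alone, 11, 0, 11 and 7 passed. With the strain as a block these counts were 12, 13, 16 and 19, and over the alternatives they ran from 0 to 32, 0 to 24, 0 to 27 and 0 to 23, so the count of 0 in fibroblasts depends on the setting. With older symbols added to newer ones, an alternative chosen after the data were seen, 29, 31, 25 and 35 were higher, and the median log2 fold change of the list went from 1.02 to 0.33 in endothelial cells, from 0.88 to 0.19 in fibroblasts, from 0.94 to 0.32 in smooth muscle cells and from 1.18 to 1.09 in epithelial cells.

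A cluster with genes of heart muscle held 3 and 4 cells in the control and irradiated C57BL/6N libraries and 29 and 29 in the C3H/HeN libraries. Mesothelial cells numbered 24 and 2 in the C57BL/6N libraries and 7 and 21 in the C3H/HeN libraries. Neither was compared.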
